# Brain region and gene dosage-differential transcriptomic changes in *Shank2*-mutant mice

**DOI:** 10.3389/fnmol.2022.977305

**Published:** 2022-10-13

**Authors:** Ye-Eun Yoo, Taesun Yoo, Hyojin Kang, Eunjoon Kim

**Keywords:** autism spectrum disorder, *Shank2*, cortex, hippocampus, striatum, gene dosage, transcriptome, RNA-seq

## Abstract

Shank2 is an abundant excitatory postsynaptic scaffolding protein that has been implicated in various neurodevelopmental and psychiatric disorders, including autism spectrum disorder (ASD), intellectual disability, attention-deficit/hyperactivity disorder, and schizophrenia. *Shank2*-mutant mice show ASD-like behavioral deficits and altered synaptic and neuronal functions, but little is known about how different brain regions and gene dosages affect the transcriptomic phenotypes of these mice. Here, we performed RNA-Seq-based transcriptomic analyses of the prefrontal cortex, hippocampus, and striatum in adult *Shank2* heterozygous (HT)- and homozygous (HM)-mutant mice lacking exons 6–7. The prefrontal cortical, hippocampal, and striatal regions showed distinct transcriptomic patterns associated with synapse, ribosome, mitochondria, spliceosome, and extracellular matrix (ECM). The three brain regions were also distinct in the expression of ASD-related and ASD-risk genes. These differential patterns were stronger in the prefrontal cortex where the HT transcriptome displayed increased synaptic gene expression and reverse-ASD patterns whereas the HM transcriptome showed decreased synaptic gene expression and ASD-like patterns. These results suggest brain region- and gene dosage-differential transcriptomic changes in *Shank2*-mutant mice.

## Introduction

Transcriptomic analyses of brain samples from individuals with autism spectrum disorder (ASD) have provided substantial insights into the convergent biological functions and pathways that are dysregulated in ASD, which include chromatin regulation, transcription, translation, synapse function, neuronal and glial development, and immune function (Garbett et al., 2008; Voineagu et al., 2011; Parikshak et al., 2013, 2016; Gupta et al., 2014; Krishnan et al., 2016; Velmeshev et al., 2019). Studies on mouse models of ASD have also revealed altered transcriptomic patterns that are associated with dysregulated biological functions and pathways (Jiang and Ehlers, 2013; Barnard et al., 2015; Bourgeron, 2015; Lee et al., 2015a,^2017^; Nelson and Valakh, 2015; Sahin and Sur, 2015; Hulbert and Jiang, 2016; Monteiro and Feng, 2017; Varghese et al., 2017; Mossa et al., 2018; Winden et al., 2018; Bagni and Zukin, 2019; Basilico et al., 2020; Rein and Yan, 2020; Takumi et al., 2020; Moffat et al., 2021; Yan and Rein, 2021) However, relatively little is known about how controllable parameters in mouse models of ASD, such as age, brain region, and dosage, can affect brain transcriptomic patterns. Such knowledge would be expected to facilitate the appropriate design and data interpretation of future experiments.

Shank2, also known as ProSAP1, is an abundant scaffolding protein that is enriched in the postsynaptic density of an excitatory synapse (Du et al., 1998; Boeckers et al., 1999; Lim et al., 1999; Naisbitt et al., 1999; reviewed in Sheng and Kim, 2000, 2011; Boeckers et al., 2002; Grabrucker et al., 2011; Sala et al., 2015; Mossa et al., 2017; Eltokhi et al., 2018). Shank2 has been implicated in various brain disorders, including ASD, intellectual disability, developmental delay, attention deficit/hyperactivity disorder, schizophrenia, epilepsy, and obsessive compulsive disorder (Berkel et al., 2010, 2011; Pinto et al., 2010; Leblond et al., 2012, 2014; Rauch et al., 2012; Sanders et al., 2012; Chilian et al., 2013; Liu et al., 2013; Guilmatre et al., 2014; Costas, 2015; Peykov et al., 2015a,b; Homann et al., 2016; Bowling et al., 2017; Mossa et al., 2017; Yuen et al., 2017; Bai et al., 2018; Guo et al., 2018; Lu et al., 2018; Callaghan et al., 2019; Satterstrom et al., 2020; Trost et al., 2020; Wang et al., 2020; Ma et al., 2021; Ohashi et al., 2021; Chenbhanich and So, 2022). Previous studies in mouse/rat models of ASD and human neurons deficient of Shank2 have suggested various molecular, synaptic, neuronal, and circuit mechanisms underlying Shank2-related phenotypes (Schmeisser et al., 2012; Won et al., 2012; Ey et al., 2013, 2018; Lee et al., 2015b,^2018^, ^2020^, 2021a,b; Ferhat et al., 2016; Ha et al., 2016; Ko et al., 2016; Peter et al., 2016; Lim et al., 2017; Pappas et al., 2017; Sato et al., 2017, 2020; Yoon et al., 2017; Heise et al., 2018; Kim et al., 2018; Modi et al., 2018; Wegener et al., 2018; Chung et al., 2019; de Chaumont et al., 2019; Zaslavsky et al., 2019; Chen et al., 2020; Han et al., 2020; Daini et al., 2021; Grabrucker et al., 2021; Horner et al., 2021; Lutz et al., 2021; Yoo et al., 2021; Wahl et al., 2022) [reviewed in (Boeckers et al., 2002; Grabrucker et al., 2011; Jiang and Ehlers, 2013; Guilmatre et al., 2014; Yoo et al., 2014; Sala et al., 2015; Schmeisser, 2015; Monteiro and Feng, 2017; Mossa et al., 2017; Eltokhi et al., 2018; Ey et al., 2020; Jung and Park, 2022)]. However, it remains unclear whether and how different brain regions distinctly contribute to the observed Shank2-related mouse phenotypes. In addition, heterozygous Shank2 deletion in mice has been shown to induce much weaker changes in behavioral phenotypes relative to a homozygous gene deletion (Schmeisser et al., 2012; Won et al., 2012; Pappas et al., 2017). However, because autistic human individuals usually carry heterozygous SHANK2 mutations, it is important to test if heterozygous Shank2 deletion in mice leads to detectable changes in molecular, neuronal, and/or synaptic phenotypes. In addition, we previously performed transcriptomic analyses of the medial prefrontal brain regions from heterozygous and homozygous Shank2-mutant mice lacking exons 6 and 7. We observed stronger reverse-ASD-like transcriptomic changes in heterozygous mutant mice than in homozygous mutant mice, which were more prominent at juvenile stages relative to adult stages (Lee et al., 2021b). This led us to question whether such changes are conserved across a larger prefrontal area and/or in other brain regions.

In the present study, we set out to perform transcriptomic analyses of the prefrontal cortex (termed cortex hereafter), hippocampus, and striatum regions of adult (∼postnatal day 90 or P90) *Shank2* HT- and HM-mutant mice lacking exons 6–7. Our findings collectively indicate brain region and gene dosage-differential transcriptomic patterns in *Shank2*-mutant mice.

## Materials and methods

### Animals

*Shank2*-mutant mice lacking exons 6–7 have been reported previously (Won et al., 2012) and have been deposited at the Jackson Laboratory (B6N.129S4-*Shank2*^*TM*1*Mgle*^/CsbdJ; Jackson 033667). Mice were maintained at the mouse facility of the Korea Advanced Institute of Science and Technology (KAIST); they were fed *ad libitum* and maintained according to the Animal Research Requirements of KAIST.

### RNA-seq analysis

Transcript abundance was estimated with Salmon (v1.1.0) (Patro et al., 2017) in Quasi-mapping-based mode onto the *Mus musculus* (mouse) genome (GRCm38) with GC bias correction (–gcBias). Quantified gene-level abundance data was imported to R (v.4.1.3) with the tximport (Soneson et al., 2015) package and differential gene expression analysis was carried out using R/Bioconductor DEseq2 (v1.30.1) (Love et al., 2014). Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *P*-values were adjusted for multiple testing with the Benjamini–Hochberg correction. Genes with an adjusted *P*-value of less than 0.05 were considered as differentially expressed. Volcano plots were generated using the R ggplot2 (v.3.3.3) package. The gene ontology (GO) enrichment analyses were performed using database for annotation, visualization, and integrated discovery (DAVID) (version 6.8) (Huang et al., 2009) using *Mus musculus* (mouse) as a background.^1^

Synaptic gene ontologies (SynGO) analysis^2^ was performed to associate synapse functions to the identified DEGs. Comparison to all brain-expressed genes was used to determine the extent of enrichments for SynGO terms. The gene count indicates the number of unique genes from the input gene list against SynGO, or child, terms and was used to build the sunburst plot color-coded by gene counts. STRING analysis was used to obtain and visualize protein-protein interaction (PPI) plots for SynGO-DEGs.^3^

Gene set enrichment analysis (GSEA)^4^ (Subramanian et al., 2005) was used to determine whether priori-defined gene sets would show statistically significant differences in expression between wild-type (WT) and *Shank2*-mutant mice. Enrichment analysis was performed using GSEAPreranked (gsea-3.0.jar) module on gene set collections downloaded from the Molecular Signature Database (MSigDB) v7.4.^5^ GSEA Preranked was applied using the list of all genes expressed, ranked by the fold change, and multiplied by the inverse of the *P*-value with recommended default settings (1,000 permutations and a classic scoring scheme). The false discovery rate (FDR) was estimated to control the false positive finding of a given normalized enrichment score (NES) by comparing the tails of the observed and null distributions derived from 1,000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered as significantly enriched. Integration and visualization of the GSEA results were performed using the EnrichmentMap Cytoscape App (version 3.8.1) (Merico et al., 2010; Isserlin et al., 2014).

## Results

### Differentially expressed genes (DEGs) in Shank2-HT and Shank2-HM transcripts

To explore whether different brain regions distinctly contribute to the various phenotypes observed in *Shank2*-mutant mice, we performed RNA-seq analysis of the prefrontal cortex (termed cortex hereafter), hippocampus, and striatum in Shank2-HT and Shank2-HM mice lacking exons 6–7 (*n* = 5 mice) at an adult stage (∼postnatal day 90 or P90) (Figure 1A and Supplementary Table 1). These three groups of transcripts were well separated in a heatmap analysis (Supplementary Figure 1).

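RNA from the cortex, hippocampus and striatum of 5 WT, 5 Shank2-HT and 5 Shank2-HM male mice at 13 weeks of age gave 45 libraries. The authors estimated transcript abundances with Salmon on the mouse genome build GRCm38, summed them to genes with tximport and deposited DESeq2-normalized counts per gene. This normalization divides each library by a size factor, so the deposited signal no longer shows the number of sequenced reads, and the depth behind each value is unknown. The normalized counts of a library in the cortex summed to between 25841668 and 26607269 (median 26199150) in Shank2-HT, between 26003496 and 26632970 (median 26346186) in Shank2-HM, and between 26460087 and 26960803 (median 26600604) in WT mice. In the hippocampus the sums were between 24979823 and 25746047 (median 25226537) in Shank2-HT, between 25703489 and 26559822 (median 26367107) in Shank2-HM, and between 25147026 and 26057168 (median 25426352) in WT mice. In the striatum they were between 26830868 and 27171011 (median 27013055) in Shank2-HT, between 25845710 and 27277200 (median 26610320) in Shank2-HM, and between 25917041 and 28076325 (median 27013091) in WT mice. For each region, genes with a value of at least 10 in at least 5 of the 15 libraries were kept, 1 was added to each value, and the log2 values of the 3 genotypes were fitted together with limma (moderated test with a trend of the variance on the mean, two-sided, Benjamini-Hochberg adjustment over all genes tested). The tests covered 16726 genes in the cortex, 16849 in the hippocampus and 16800 in the striatum. DEGs were the genes with an adjusted p-value under 0.05. A gene's 5 mutant values were also compared with its 5 WT values by an exact two-sided permutation test, which cannot give a p-value below 0.00794.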

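The targeted gene Shank2 (ENSMUSG00000037541) lies on chromosome 7 of GRCm38 from 144001928 to 144424494. In the cortex its normalized count was 6277 ± 783 in WT, 4303 ± 571 in Shank2-HT and 2645 ± 401 in Shank2-HM mice (SD, n = 5 mice each), so that Shank2-HT mice had 68.5% and Shank2-HM mice 42.1% of the WT mean. In the hippocampus the counts were 5371 ± 935, 3819 ± 510 and 2038 ± 184 (SD, n = 5), which left 71.1% of the WT mean in Shank2-HT and 37.9% in Shank2-HM mice. In the striatum they were 3284 ± 458, 1890 ± 426 and 762.3 ± 404 (SD, n = 5), or 57.5% and 23.2% of the WT mean. Every Shank2-HM mouse had a lower count than every WT and every Shank2-HT mouse of the same region (exact permutation test, p = 0.00794 for each comparison). Shank2-HT and WT mice did not overlap in the cortex (highest Shank2-HT count 5202.4, lowest WT count 5582.8) or the striatum, whereas in the hippocampus the lowest WT count, 3916.3, lay below the highest Shank2-HT count, 4669.1 (exact permutation test, p = 0.0159).

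**Figure D1:**
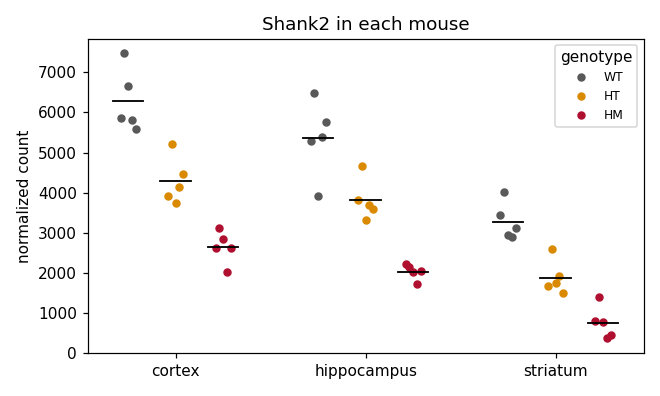
DESeq2-normalized count of Shank2 (vertical axis, linear from 0) in each mouse, by region and genotype. Points are single mice (5 per group) and horizontal lines are group means, which fall from WT through Shank2-HT to Shank2-HM mice in each region (6277, 4303 and 2645 in the cortex).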

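All 45 libraries fell into a cluster with the other libraries of their region when the Spearman correlations of the log2 values of 17854 genes were clustered by average linkage and divided into 3 clusters (100% of libraries in their region's own cluster). Correlations between libraries of the same region ranged from 0.9782 to 0.9941 (median 0.9908), and those between libraries of different regions from 0.9439 to 0.9834 (median 0.9616). In a principal component analysis, the leading component carried 41% of the variance and the next 18.7%, and region accounted for 97% and 95.6% of these components. The genotype accounted for 34.4% of the third component, which carried 2.8% of the variance. With the 1000 most variable genes, the alternative that moved these values most, the median correlation was 0.8278 within regions and 0.4086 between regions, and the clusters again followed the regions.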

**FIGURE 1:**
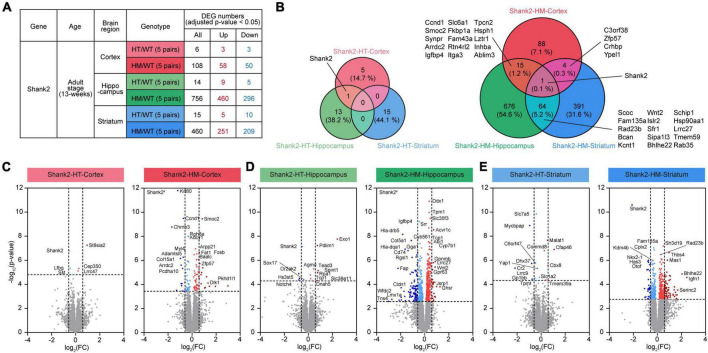
Differentially expressed genes (DEGs) among Shank2-heterozygous (HT) and Shank2-homozygous (HM) transcripts in the cortex, hippocampus, and striatum. **(A)** Numbers of DEGs from cortical, hippocampal, and striatal regions in Shank2-HT and Shank2-HM mice relative to wild-type (WT) [13 weeks; male; *n* = 5 mice (WT), 5 (HT/heterozygote), and 5 (HM/homozygote)]. DEGs were defined as genes showing transcript changes above the cutoff (adjusted *p*-value < 0.05). **(B)** Venn diagrams showing the overlaps of DEGs between cortical, hippocampal, and striatal regions in Shank2-HT and Shank2-HM mice [13 weeks; male; *n* = 5 mice (WT), 5 (HT), and 5 (HM)]. **(C–E)** Volcano plot representations of DEGs from cortical, hippocampal, and striatal transcripts in Shank2-HT and Shank2-HM mice. The DEGs (*p*-value < 0.05) were further color-coded to indicate those with strong fold changes (>1.5). Note that *Shank2* was not indicated as a DEG in some volcano plots (HT-Striatum) because of the low adjusted *p*-values (*p* = 0.2850), although their *p*-values were below 0.05 (*p* = 0.0019). Shank2^#^ in HM-Cortex and HM-Hippocampus volcano plots indicate very small *p*-values [-log_10_ (adjusted *p*-value) = 26 and 28 for HM-Cortex and HM-Hippocampus, respectively].

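Striatal Shank2 changed in Shank2-HT mice by a log2 fold change of -0.81 (standard error 0.26), with a p-value of 0.00616 and an adjusted p-value of 1 from limma. Over the alternatives tried, the adjusted p-value ranged from 0.322 to 1. Shank2 was likewise not past the threshold among the Shank2-HT transcripts of the cortex (log2 fold change -0.55, unadjusted p-value 8.58e-05, adjusted p = 0.717, limma) or the hippocampus (log2 fold change -0.48, unadjusted p-value 0.000518, adjusted p = 0.999, limma). In the cortex it passed with the mice of each replicate number as a block (adjusted p = 0.0327), and in the hippocampus with array weights (log2 fold change -0.56, adjusted p = 0.0227), within ranges of 0.0327 to 1 and 0.0227 to 1 over the alternatives.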

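Among the Shank2-HM transcripts, the adjusted p-value of Shank2 was 1.25e-05 in the cortex (log2 fold change -1.25, unadjusted p-value 9.22e-10, limma) and 1.18e-05 in the hippocampus (log2 fold change -1.38, unadjusted p-value 7.01e-10, limma). Over the alternatives, these adjusted p-values ranged from 1.56e-06 to 0.000578 and from 3.39e-08 to 0.000494. In the striatum the log2 fold change was -2.25 (unadjusted p-value 1.46e-07, adjusted p = 0.000817, limma).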

The RNA-seq results were first analyzed for genes that were differentially expressed (DEGs) between WT mice and Shank2-HT or Shank2-HM mice. 

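The Shank2-HT cortex had 1 DEG, Gm26793, and 550 genes with an unadjusted p-value under 0.05 (836 are expected by chance among 16726). The Shank2-HM cortex had 8 DEGs, of which 2 were upregulated and 6 downregulated, and 1548 genes had an unadjusted p-value under 0.05. The number of DEGs in the Shank2-HM cortex moved most with array weights, which weight each library by its spread and gave 105 (range over the alternatives 4 to 105), and in the Shank2-HT cortex the range was 0 to 2. The authors' list for the Shank2-HM cortex holds 108 genes, of which 107 were tested here, and 6 of these passed the threshold over all genes (71 with array weights). Over the list alone, all 107 passed, which shows no stability because the list was drawn from these same values. Mice of the same replicate number were alike in the WT and Shank2-HT cortex (mean correlation of their deviations from the group mean 0.151, exact one-sided permutation test over 120 pairings, p = 0.00833, adjusted p = 0.0375 over 9 comparisons), and with the replicate numbers as a block the Shank2-HT cortex had 2 DEGs.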

In the cortex, the Shank2-HT and Shank2-HM transcripts contained a total of 6 and 108 DEGs (adjusted *p* < 0.05), respectively, relative to WT (Figure 1A and Supplementary Table 2). 

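The hippocampus of Shank2-HT mice had 0 DEGs, with 370 genes at an unadjusted p-value under 0.05 against 842 expected by chance. The hippocampus of Shank2-HM mice had 132 DEGs (89 upregulated and 43 downregulated), with 2932 genes at an unadjusted p-value under 0.05. Array weights gave 2 and 1432 DEGs in the 2 groups, and quantile normalization lowered the latter to 48. All 748 genes that could be read in the authors' list for the Shank2-HM hippocampus changed in the listed direction, and 120 of them passed the threshold. The shared direction shows no stability, because this list too was drawn from these same values. In the striatum, Shank2-HT mice had 1 DEG, Gm26793, and Shank2-HM mice had 5 DEGs, namely Bc1, Gm26793, Ryr1, Scoc and Shank2, with 426 and 2793 genes at an unadjusted p-value under 0.05. Genes with a higher expression in the cortex were raised in the Shank2-HM striatum: the 261 genes with much higher values (at least 2 log2 units) in the Shank2-HT cortex than in the Shank2-HT striatum had a mean log2 fold change of 0.92 (exact permutation test, p = 0.0159). Same-numbered WT and Shank2-HT hippocampi were alike (mean correlation 0.191, exact one-sided permutation test, p = 0.00833, adjusted p = 0.0375), and with the replicate numbers as a block there were 0 DEGs. In the WT and Shank2-HM striata such a likeness was not shown (0.107, p = 0.15, adjusted p = 0.25, exact test), and the block gave 41 DEGs.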

Hippocampal Shank2-HT and Shank2-HM transcripts contained 14 and 756 DEGs, respectively, while striatal Shank2-HT and Shank2-HM transcripts contained 15 and 460 DEGs, respectively (Figure 1A). These results suggest that HM *Shank2* deletion is associated with more DEGs in all three brain regions compared to HT *Shank2* deletion.

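Shank2-HM and Shank2-HT mice were also compared directly. This gave 0 DEGs in the cortex (2100 genes at an unadjusted p-value under 0.05), 16 in the hippocampus (8 higher and 8 lower in Shank2-HM, 2628 genes) and 1 in the striatum (Ryr1, 2532 genes). In the striatum, where the same-numbered Shank2-HT and Shank2-HM mice had a mean correlation of 0.181 (exact one-sided permutation test, p = 0.0833), the block gave 4. It gave 6 in the cortex and 6 in the hippocampus, and array weights gave 3 in the cortex, 1307 in the hippocampus and 141 in the striatum. The genes whose 5 Shank2-HM values all lay above or all below the 5 WT values made up 1.58% of those tested in the cortex (265), 3.19% in the hippocampus (537) and 3.04% in the striatum (511), where chance gives 0.79%. For Shank2-HT the shares were 0.59% (98), 0.23% (39) and 0.56% (94). From the larger numbers of DEGs in Shank2-HM than in Shank2-HT mice, the paper proposes that the homozygous deletion goes with more DEGs in each of the 3 regions than the heterozygous deletion.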

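The Shank2-HM cortex and hippocampus shared 5 DEGs (Bc1, Ccnd1, Gm26793, Shank2 and Smoc2), which were 3.8% of the 133 DEGs of either region tested in both (two-sided Fisher's exact test, p = 1.62e-09, genes not being independent). The cortex and striatum shared 3, or 30% of 10 (Fisher's exact test, p = 7.92e-10), and the hippocampus and striatum 3, or 2.3% of 131 (p = 4.79e-06). Of these genes, Bc1, Ccnd1 and Gm26793 lie within 5 Mb of Shank2. Array weights, chosen for this result after seeing the data, moved these counts most, to 27, 7 and 46. In Shank2-HT mice, the cortex and striatum shared Gm26793, and the pairs that include the hippocampus shared 0, since it had no DEG.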

The overlaps of the DEGs between different brain regions were small, ranging from ∼6 to 20% between Shank2-HT/HM cortical, hippocampal, and striatal transcripts (Figure 1B). The small overlaps between different brain regions were also supported by small correlations of fold changes (FC) between two groups of transcripts (Supplementary Figure 2). 

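Across genes, which are not independent replicates, the log2 fold changes of Shank2-HM against WT correlated between the cortex and hippocampus with r = 0.184 (16335 genes; jackknife standard error over 20 mice 0.096), between the cortex and striatum with r = 0.075 (16190 genes; 0.071) and between the hippocampus and striatum with r = 0.195 (16293 genes; 0.084). For Shank2-HT the correlations were 0.083, 0.065 and 0.052, with standard errors of 0.086, 0.091 and 0.108. For Shank2-HM, a filter on a mean value of at least 50 moved the correlations most, to 0.254, 0.098 and 0.274, and for Shank2-HT they ranged over the alternatives from 0.046 to 0.119, 0.031 to 0.087 and 0.04 to 0.11. Same-numbered mice of a genotype were alike between regions in 7 of 9 comparisons (mean correlations 0.082 to 0.19, adjusted exact one-sided p-values under 0.05), so that the fold changes of different regions may not come from unrelated libraries.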

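In the same fits, hippocampal and striatal Shank2-HM transcripts had fewer DEGs in common than hippocampal and cortical ones, since the cortex and hippocampus also had Ccnd1 and Smoc2 in common. The striatum had 5 DEGs and the cortex 8, so these counts rest on short lists and cannot rank the regions by likeness. With array weights, and with limma without the variance trend (3 DEGs against 2), the hippocampus shared more DEGs with the striatum than with the cortex. It shared 3 with each with quantile normalization or with only the compared genotypes in the fit, and 5 with each with the replicate numbers as a block. Apart from quantile normalization, these settings were chosen for the overlaps after seeing the data. The difference between the correlations of fold changes of the hippocampus with the striatum and of the cortex with the hippocampus was smaller than either standard error.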

The hippocampus and striatum tended to share more DEGs than did the hippocampus/striatum and the cortex. 

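Bc1, Gm26793 and Shank2 were DEGs in all 3 regions of Shank2-HM mice. Gm26793, an antisense transcript on chromosome 7 of GRCm38 from 144894560 to 144897461, rose from 0.83 ± 1.85 (SD, n = 5) in the WT cortex to 22.9 ± 10.2 in Shank2-HT and 47.9 ± 14.1 in Shank2-HM mice (log2 fold changes 4.00 and 5.09, adjusted p = 0.00101 and 1.25e-05, limma). In the Shank2-HM hippocampus and striatum its log2 fold changes were 4.19 (adjusted p = 0.000667) and 4.06 (adjusted p = 0.000293). Bc1, a non-coding RNA gene on chromosome 7 from 144914470 to 144914637, had log2 fold changes in Shank2-HM mice of -1.33 in the cortex (adjusted p = 0.0402), -1.62 in the hippocampus (adjusted p = 0.00494) and -1.92 in the striatum (adjusted p = 0.00191). Both lie within 5 Mb of Shank2, whose targeted allele came from the 129S4 strain. Within 5 Mb of Shank2, 3.06% of the genes tested were DEGs in the Shank2-HM cortex (3 of 98, Shank2 not counted) against 0.02% elsewhere (4 of 16627; two-sided Fisher's exact test, p = 6.71e-06). The shares were 3.88% against 0.76% in the hippocampus (Fisher's exact test, p = 0.00853) and 2.08% against 0.01% in the striatum (p = 0.000192).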

*Shank2* was the only DEG shared by all three brain regions.

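Over all genes tested, the standard deviation of the log2 fold changes was 0.22 in the Shank2-HT and 0.255 in the Shank2-HM cortex, 0.209 and 0.3 in the hippocampus, and 0.209 and 0.323 in the striatum. Among the DEGs of Shank2-HM mice, the absolute log2 fold change had a median of 1.22 in the cortex (0.33 to 5.09), 0.40 in the hippocampus (0.20 to 6.22) and 1.92 in the striatum (0.24 to 4.06). The largest decrease in the hippocampus was that of Gdf1 (chromosome 8, 70329817 to 70331587), with 187.4 ± 92.1 in WT and 13.7 ± 30.6 in Shank2-HM mice (SD, n = 5; log2 fold change -6.22, adjusted p = 0.00494, limma). Gdf1 lies inside Cers1 on the same strand. The largest increase there, apart from the antisense transcript Gm26793, was that of Wnt9b (chromosome 11, 103727364 to 103749821; log2 fold change 1.54, adjusted p = 0.0487, limma). Penk (chromosome 4, 4133531 to 4138819) rose from 470.7 ± 81.2 to 917.1 ± 78.6 (log2 fold change 0.98), and it was also higher in Shank2-HM than in Shank2-HT hippocampi (log2 fold change 0.74, adjusted p = 0.0373). Ryr1 (chromosome 7, 29003344 to 29125179) in the striatum fell from 3200 in WT to 1793 ± 229 in Shank2-HM mice (log2 fold change -0.84, adjusted p = 0.000381).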

Volcano plots of the DEGs further highlighted the stronger transcriptomic impacts of HM *Shank2* deletion relative to HT *Shank2* deletion (Figures 1C–E).

### Database for annotation, visualization, and integrated discovery (DAVID) analysis of Shank2-HT and Shank2-HM DEGs

Database for annotation, visualization, and integrated discovery analyses were performed using the Shank2-HM cortical, hippocampal, and striatal DEGs. Our DAVID analysis of the cortical Shank2-HM transcripts revealed only minimal enrichments in the GO terms (Figure 2A). In contrast, the hippocampal Shank2-HM transcripts were strongly enriched for GO terms associated with neuronal synapses, such as “postsynaptic density,” “synapse,” and “postsynaptic membrane,” as well as with subneuronal regions/structures, such as “dendrite,” “neuronal cell body,” and “neuronal projection” in the cellular component domain (Figure 2B). 

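Among 8 families of genes defined by their symbols, the downregulated Shank2-HM hippocampal DEGs held 3 of 81 tested genes for collagens and extracellular matrix proteins (Col12a1, Col5a1 and Col6a2), a share of 3.7% against 0.24% of the other genes (two-sided Fisher's exact test, p = 0.00115, adjusted p = 0.0092 over 8 families). They held 1 of 60 genes for postsynaptic scaffolds and adhesion proteins, Shank2 itself (adjusted p = 0.493), and 1 of 80 genes for potassium channels, Kcnt1 (adjusted p = 0.493). The 89 upregulated DEGs held 0 genes of any of these families. The annotation terms behind Figure 2 were not analysed here.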

Another strong association was “protein binding” in the molecular function (MF) domain, suggesting that there may be alterations in multi-molecular synaptic interactions.

**FIGURE 2:**
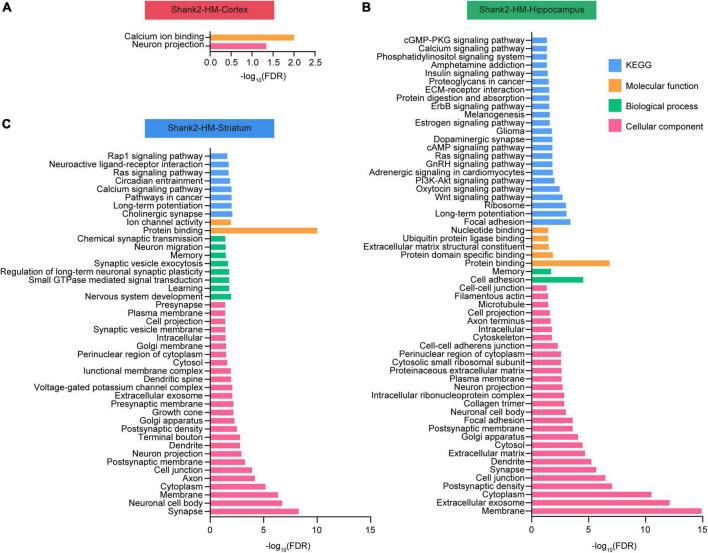
Database for annotation, visualization, and integrated discovery (DAVID) analysis of Shank2-heterozygous (HT) and Shank2-homozygous (HM) differentially expressed genes (DEGs). **(A–C)** DEGs in the cortical, hippocampal, and striatal transcripts from Shank2-HT and Shank2-HM mice [13 weeks; male; *n* = 5 mice wild-type (WT), 5 (HT), and 5 (HM)] were subjected to DAVID analysis for associations with gene ontology (GO) terms in the molecular function (MF), biological process (BP), cellular component, and KEGG domains. The low GO scores for the cortical DEGs may reflect the small number of these DEGs. FDR, false discovery rate.

The results from the striatum indicated enhancement for GO terms associated with neuronal synapses, such as “synapse,” “postsynaptic membrane,” and “postsynaptic density,” along with subneuronal regions/structures, such as “neuronal cell body,” “axon,” and “dendrite” in the cellular component domain (Figure 2C). Another strong association was “protein binding” in the molecular function domain.

These results suggest that the Shank2-HM hippocampal and striatal DEGs are functionally similar to one another.

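The effects of the homozygous deletion in different regions were compared gene by gene as an interaction in one limma fit of 17854 genes over all 45 libraries. Between hippocampus and striatum, the effect differed for 193 genes past the threshold, 90 with a larger and 103 with a smaller log2 fold change in the hippocampus. Only the libraries of the compared regions in the fit gave 34, and the mice as a block across regions, an alternative chosen after seeing the data, gave 383. The cortex differed from the hippocampus for 0 genes (1672 at an unadjusted p-value under 0.05; 8 with the mice as a block) and from the striatum for 0 genes (2024; 11 with the replicate numbers as a block). Penk had the smallest p-value between hippocampus and striatum (difference of log2 fold changes 1.3, adjusted p = 0.00456).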

### Synaptic gene ontologies (SynGO) and protein-protein interaction (PPI) analyses of Shank2-HT and Shank2-HM DEGs

Given that our DAVID analyses of DEGs in Shank2-HM hippocampal/striatal transcripts yielded numerous synapse-associated GO terms, we further analyzed the Shank2-HT/HM DEGs using SynGO, which is an evidence-based and expertly curated resource for synaptic function and gene enrichment analyses (Koopmans et al., 2019).

Substantial proportions of the Shank2-HT/HM cortical/hippocampal/striatal DEGs belonged to SynGO genes (SynGO-DEGs), including 33/19% of Shank2-HT/HM cortical DEGs, 7/18% of Shank2-HT/HM hippocampal DEGs, and 7/19% of Shank2-HT/HM striatal DEGs (Supplementary Table 2). Notably, the enrichment levels of the differentially expressed SynGO genes were similar in the three brain regions for Shank2-HM (but not Shank2-HT) DEGs with sufficient numbers.

Functional analysis of SynGO-DEGs using sunburst plotting revealed distinct synaptic functions. These were more evident in large SynGO-DEG datasets, such as those for Shank2-HM SynGO-DEGs versus Shank2-HT SynGO-DEGs and hippocampal/striatal SynGO-DEGs versus cortical SynGO-DEGs (Figures 3A–C). Specifically, the upregulated hippocampal Shank2-HM SynGO-DEGs were enriched for pre- and postsynaptic functions, whereas the downregulated hippocampal Shank2-HM SynGO-DEGs were more strongly enriched for postsynaptic functions compared to presynaptic functions.

**FIGURE 3:**
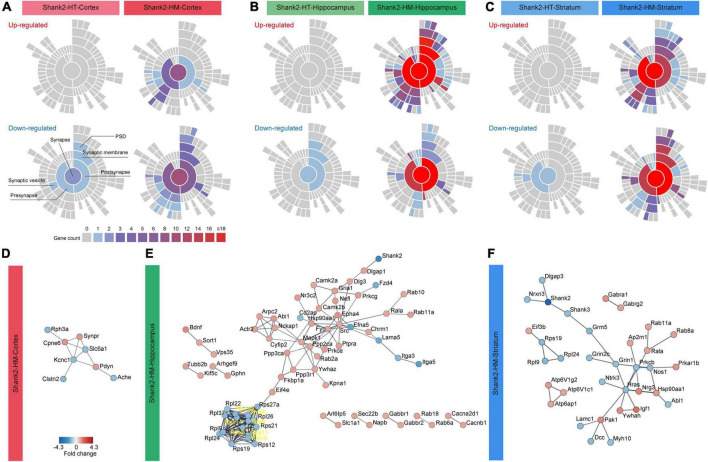
Synaptic gene ontologies (SynGO) and protein-protein interaction (PPI) analyses of Shank2-heterozygous (HT) and Shank2-homozygous (HM) differentially expressed genes (DEGs). **(A–C)** Sunburst plot visualization of the SynGO results, highlighting the extents of pre/postsynaptic functions in the up/downregulated DEGs belonging to SynGO genes (SynGO-DEGs) of cortical, hippocampal, and striatal regions of Shank2-HT and Shank2-HM mice [13 weeks; male; *n* = 5 mice wild-type (WT), 5 (HT), and 5 (HM)]. **(D–F)** PPI analysis of cortical, hippocampal, and striatal Shank2-HM SynGO-DEGs. Differential cutoff values were used for different brain regions to increase the visibility of the PPI clusters [medium confidence (0.400) for HM-Cortex and high confidence (0.900) for HM-hippocampus and HM-striatum]. Red and blue colors indicate up and down fold changes, respectively.

The upregulated striatal Shank2-HM DEGs were more strongly enriched for presynaptic functions. The downregulated striatal Shank2-HM SynGO-DEGs were more strongly enriched for postsynaptic functions, similar to the hippocampus. The up- and downregulated cortical Shank2-HM SynGO-DEGs were also distinctly enriched for pre- and postsynaptic functions, although this conclusion is less reliable given that the dataset was relatively small (20 genes in the cortex relative to 135 genes in the hippocampus and 89 genes in the striatum).

Protein–protein interaction analysis of the hippocampal and striatal SynGO-DEGs revealed distinct PPI patterns (Figures 3D–F). 

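The genes for postsynaptic scaffold and receptor proteins other than Shank2 that Figure 3E places together (Camk2a, Camk2b, Dlg3, Dlgap1, Gria1 and Shisa6) all had higher values in the Shank2-HM than in the WT hippocampus, although none passed the threshold over all genes. Shisa6 (chromosome 11, 66211725 to 66525964) rose from 3806 ± 669 to 5243 ± 603 (SD, n = 5 mice; log2 fold change 0.47, adjusted p = 0.0557, limma). Gria1 (chromosome 11, 57011387 to 57330244) had a log2 fold change of 0.29 (adjusted p = 0.0735), Dlgap1 (chromosome 17, 69969073 to 70821413) of 0.23 (adjusted p = 0.0787), Dlg3 (chromosome X, 100767722 to 100818410) of 0.21 (adjusted p = 0.0734), Camk2b (chromosome 11, 5969644 to 6066362) of 0.23 (adjusted p = 0.11) and Camk2a (chromosome 18, 60925618 to 60988152) of 0.18 (adjusted p = 0.12). With array weights all of these genes passed, with adjusted p-values from 0.00983 to 0.0304.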

The hippocampal Shank2-HM SynGO-DEGs formed a cluster of postsynaptic scaffolding/receptor genes, including *Shank2*, *Dlgap1* (SAPAP1/GKAP), *Dlg3* (encoding SAP102), *Gria1* (GluA1 subunit of AMPA receptors), *Camk2a/b* (calcium/calmodulin-dependent protein kinase IIα/β), and *Shisa6* (encoding an AMPA receptor auxiliary protein) (Figure 3E). With the exception of *Shank2*, these genes tended to be upregulated. 

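Abi1 (chromosome 2, 22940073 to 23040241) passed the threshold in the Shank2-HM hippocampus, with 3818 ± 144 in WT and 5027 ± 379 in Shank2-HM mice (SD, n = 5; log2 fold change 0.39, adjusted p = 0.0225, limma; 0.0586 without the trend). Fyn (chromosome 10, 39368855 to 39565381) had a log2 fold change of 0.19 (adjusted p = 0.0558), Ppp2ca (chromosome 11, 52098681 to 52127778) of 0.18 (adjusted p = 0.0793) and Src (chromosome 2, 157418444 to 157471862) of 0.16 (adjusted p = 0.113). The actin-related genes Actr2 (chromosome 11, 20062304 to 20112913), Arpc2 (chromosome 1, 74236084 to 74268209) and Cyfip2 (chromosome 11, 46193850 to 46312859) had log2 fold changes of 0.26, 0.26 and 0.19, with adjusted p-values of 0.0876, 0.109 and 0.0996. With array weights, Fyn, Ppp2ca, Actr2, Arpc2 and Cyfip2 passed the threshold (adjusted p-values from 0.0106 to 0.023).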

Another notable cluster that is linked to the abovementioned cluster contained many genes encoding signaling proteins such as *Src* (Src proto-oncogene, non-receptor tyrosine), *Fyn* (Fyn proto-oncogene, Src family tyrosine kinase), *Mapk1* (mitogen-activated protein kinase 1), *Ppp2ca* (protein phosphatase 2 catalytic subunit alpha) as well as actin-related genes (*Abi1*, *Cyfip2*, *Actr2*, and *Arpc2*), which are mostly upregulated. 

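Of the 81 genes for cytosolic ribosomal proteins tested in the hippocampus, 6.2% had a positive log2 fold change in Shank2-HM mice, and the median log2 fold change was -0.16. The central 95% of 10000 sets of genes matched for length and mean expression had medians from 0 to 0.053. None of the 81 genes was a DEG, so that 0% of this family passed the threshold against 0.26% of the other genes for downregulation.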

A downregulated cluster that is largely independent from the abovementioned clusters contained genes encoding ribosomal subunit proteins (*Rpl* and *Rps*).

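The downregulated genes of the striatal cluster other than Shank2 had lower values in Shank2-HM than in WT mice in every case, with log2 fold changes from -0.38 to -0.17, and all 5 had an unadjusted p-value under 0.05. After adjustment over all genes, Dlgap3 (chromosome 4, 127169204 to 127237022) had an adjusted p-value of 0.117, Shank3 (chromosome 15, 89499623 to 89560261) of 0.119, Nrxn3 (chromosome 12, 88722876 to 90334935) of 0.123, Grm5 (chromosome 7, 87584168 to 88134907) of 0.124 and Grin1 (chromosome 2, 25291181 to 25319187) of 0.137, so that 0 of 5 were DEGs (with array weights Nrxn3 and Grm5 passed, with adjusted p-values of 0.043 and 0.0455). Grm5 had 10440 in WT and 8087 ± 1210 in Shank2-HM striata (SD, n = 5; log2 fold change -0.38, limma). Genes with a higher expression in the striatum than in the cortex were lower on average in these libraries (705 genes with a mean log2 fold change of -0.21, exact permutation test, p = 0.0714).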

Protein–protein interaction analysis of the striatal Shank2-HM SynGO-DEGs revealed a cluster of genes, including *Shank2*, *Shank3*, *Dlgap3* (SAPAP3), *Nrxn3* (Neurexin 3), *Grin1* (GluN1 subunit of NMDARs), and *Grm5* (metabotropic glutamate receptor 5), which are downregulated. Unlike our findings in the hippocampus, there was no independent cluster of *Rpl* or *Rps* genes.

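Ribosomal protein genes had a median log2 fold change of -0.19 over 81 genes in the Shank2-HM striatum, of which 7.4% had a positive log2 fold change. Sets of genes matched for length and mean expression had medians from -0.027 to 0.044, a comparison that takes no account of genes moving together within mice. The score of the family per mouse did not pass the threshold (difference -0.992, exact permutation test, p = 0.0794). None of these genes was among the striatal DEGs.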

The results of our SynGO and PPI analyses of hippocampal and striatal Shank2-HM DEGs collectively suggest that hippocampal and striatal Shank2-HM DEGs are: (1) strongly enriched for SynGO genes, (2) differentially associated with distinct sets of synaptic genes.

### Biological functions derived from gene set enrichment analysis of Shank2-HT and Shank2-HM cortical transcripts

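For the enrichment tests, all genes tested in a region were ranked by the signed fold change multiplied by 1/p, as the authors describe, and scored with fgsea in its classic form (exponent 0, 1000 gene permutations, sets of at least 15 genes, Benjamini-Hochberg adjustment over the sets of a kind in a comparison). The sets in place of the authors' C5 gene sets, which were not analysed here, were 8 families defined by gene symbols, covering cytosolic and mitochondrial ribosomal proteins, the respiratory chain, neurotransmitter receptors, postsynaptic scaffolds and adhesion proteins, presynaptic release, potassium channels, and collagens and extracellular matrix. Gene permutation takes no account of the spread between mice. Each set was therefore also given a score in each mouse, the mean of its genes' standardized log2 values, and the scores of 5 mice were compared with those of 5 others by an exact two-sided permutation test. In simulated data in which a set moved together within mice without any difference between genotypes, the gene permutation called it in 29 of 50 runs and the score in 3. For a set that neither moved together nor was shifted, the gene permutation called 0 of 50 runs and the score 5. These runs called the score at an unadjusted p-value under 0.05 and the gene permutation at an adjusted one, so the counts have unlike thresholds. In no comparison of a mutant genotype with WT did any of the 8 families pass the threshold on the score per mouse, the lowest adjusted p-value being 0.0635. A lone family among 8 cannot reach less than 0.0635, since the exact test allows no p-value below 0.00794. The alternative that moved the enrichment counts most was camera with an estimated correlation between genes, under which 0 families passed in each of the 6 comparisons.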

We next performed GSEA, wherein the whole set of transcripts is ranked by *p*-value and fold change with the goal of identifying biological functions that are influenced by many genes with moderate but coordinated transcriptional changes see footnote 4 (Mootha et al., 2003; Subramanian et al., 2005). This method avoids using an artificial and biased cutoff to identify a subset of transcripts for analysis, such as in DEG-based methods.

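Postsynaptic scaffold and adhesion genes (59 genes) had an NES of 2.23 in the Shank2-HT cortex (adjusted p = 0.00414), and neurotransmitter receptor genes (70 genes) had an NES of 2.21 (adjusted p = 0.00768). Presynaptic release genes did not pass the threshold (77 genes, NES 1.41, adjusted p = 0.112). The scores per mouse differed from WT by 0.207 for the postsynaptic genes (exact permutation test, p = 0.381) and by 0.231 for the receptor genes (p = 0.5, exact test), differences within the spread between mice. The block by replicate number left 2 upward and 4 downward families past the threshold, as many as without it. The tests of the scores did not pair same-numbered mice, which were alike in these groups. With pairing the scores cannot pass, since 5 pairs allow no p-value below 0.0625.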

Our GSEA results indicated that the Shank2-HT cortical transcripts are positively enriched for gene sets associated with neuronal synapses, as indicated by the top five gene sets enriched among those in the cellular component (CC) domain of the C5 gene sets (currently, ∼15,000 gene sets) (Figure 4A, top and Supplementary Table 3). This synaptic upregulation was further supported when we clustered the enriched gene sets using EnrichmentMap Cytoscape App (Figure 4A, bottom), a program that visualizes the functional clustering of the enriched gene sets (Merico et al., 2010; Isserlin et al., 2014). 

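Cytosolic ribosomal protein genes had an NES of -7.17 in the Shank2-HT cortex (81 genes, adjusted p = 0.00414), respiratory chain genes of -5.39 (77 genes, adjusted p = 0.00414) and mitochondrial ribosomal protein genes of -2.28 (78 genes, adjusted p = 0.00653). The score per mouse of the cytosolic ribosomal genes was lower than in WT by a difference of -0.85 (exact permutation test, p = 0.151). The score of the respiratory chain genes differed by -0.76 (p = 0.0238, adjusted p = 0.19 over 8 families, exact test). For the mitochondrial ribosomal genes it differed by -0.251 (exact test, p = 0.0635). After a correction for GC content and gene length, chosen after seeing the data, the mitochondrial ribosomal genes no longer passed (NES -1.71, adjusted p = 0.0544).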

The Shank2-HT cortical transcripts were negatively enriched for gene sets associated with ribosomal and mitochondrial functions, as supported by the top five enriched gene sets and gene-set clustering by EnrichmentMap Cytoscape App (Figure 4A).

**FIGURE 4:**
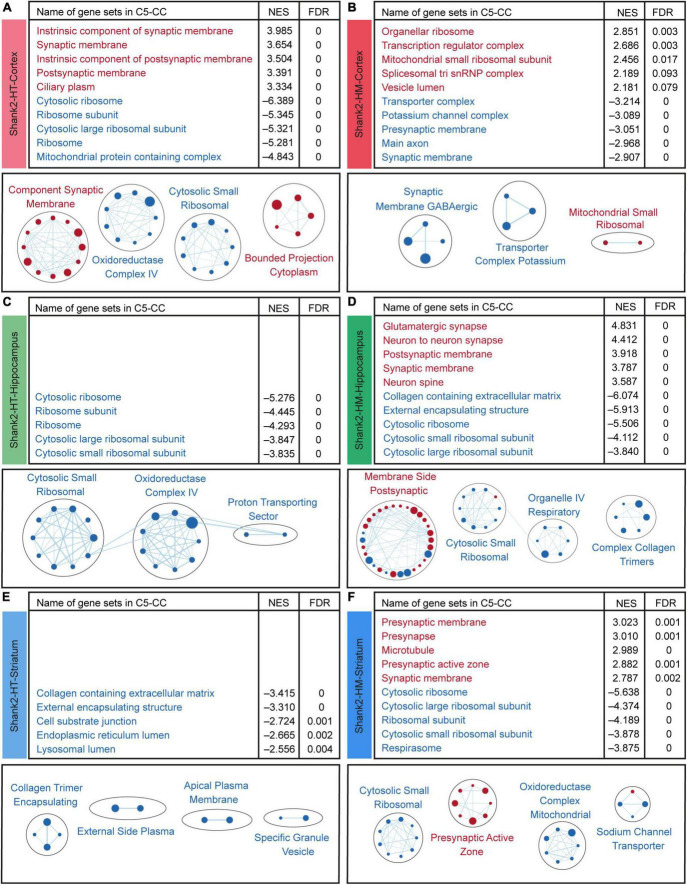
Biological functions derived from gene set enrichment analysis (GSEA) of Shank2-heterozygous (HT) and Shank2-homozygous (HM) cortical, hippocampal, and striatal transcripts. **(A–F)** GSEA results for Shank2-HT/HM cortical/hippocampal/striatal transcripts showing a list of the top five positively (red) and negatively (blue) enriched gene sets (top), and their integrated visualization generated using the Cytoscape App, EnrichmentMap (bottom). Only the results for C5-cellular component (CC) are shown here; those for C5-biological process (BP) and C5-molecular function (MF) are shown in Supplementary Figures 3–5. Note that only the top five gene sets are shown here (see Supplementary Table 3 for full results). In the EnrichmentMap results, each circle in a cluster indicates a significantly [false discovery rate (FDR) < 0.05] enriched gene set; the circle sizes and colors (red/blue) indicate the gene-set size and positive/negative enrichment based on NES scores, respectively [*n* = 5 mice (Shank2-HT/HM cortex, hippocampus, and striatum)].

The Shank2-HM cortical transcripts were positively enriched for gene sets associated with ribosomes and mitochondria (Figure 4B), which contrasts with the negative enrichments of Shank2-HT transcripts for ribosome/mitochondria functions. In addition, the Shank2-HM cortical transcripts were negatively enriched for gene sets associated with neuronal synapses (Figure 4B). 

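Mitochondrial ribosomal protein genes had an NES of 2.74 in the Shank2-HM cortex (adjusted p = 0.00552), with 70.5% of 78 genes upregulated. Their score per mouse was higher than in WT by 0.346 (exact permutation test, p = 0.127). Cytosolic ribosomal protein genes had an NES of -1.6 (adjusted p = 0.0891) and respiratory chain genes of -1.34 (adjusted p = 0.161), and both passed in this negative direction after the GC content and length correction (adjusted p = 0.00825 each). Compared directly with Shank2-HT mice, Shank2-HM mice had higher scores for cytosolic ribosomal genes by 0.74 and for mitochondrial ribosomal genes by 0.597 (exact permutation test, p = 0.0397 and adjusted p = 0.106 for each). The score of respiratory chain genes was higher by 0.619 (p = 0.0873, exact test).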

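In the Shank2-HM cortex, presynaptic release genes had an NES of -2.41 (adjusted p = 0.00552) and neurotransmitter receptor genes of -2.07 (adjusted p = 0.0166), whereas the NES of postsynaptic scaffold and adhesion genes was 1.46 (adjusted p = 0.105). Presynaptic release genes did not pass with quantile normalization (adjusted p = 0.0663). The scores per mouse differed from WT by -0.334 for presynaptic genes (exact permutation test, p = 0.167) and by -0.271 for receptor genes (p = 0.341, exact test).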

GSEA against the gene sets in the biological process (BP) and molecular function (MF) domains of the C5 database yielded partly similar results for Shank2-HT/HM cortical transcripts; negative enrichments of Shank2-HT cortical transcripts for ribosome/mitochondria-related gene sets in the BP domain, and negative enrichments of Shank2-HM cortical transcripts for potassium channel-related gene sets in the MF domain (Supplementary Figure 3).

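Potassium channel genes had an NES of -2.93 in the Shank2-HM cortex (77 genes, adjusted p = 0.00552), with a score per mouse that differed from WT by -0.415 (exact permutation test, p = 0.0238, adjusted p = 0.19). Their NES in the Shank2-HT cortex was -0.62 (adjusted p = 0.928). Between Shank2-HM and Shank2-HT mice, the score differed by -0.369 (exact permutation test, p = 0.0159, adjusted p = 0.106).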

These results suggest that Shank2-HT and Shank2-HM cortical transcripts show gene dosage-dependent distinct transcriptomic patterns that are associated with synaptic and ribosomal/mitochondrial functions and are largely opposite to each other.

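The direct comparison of Shank2-HM with Shank2-HT cortices left 0 of 8 families past the threshold on the score per mouse, with 3 at an unadjusted p-value under 0.05. Neurotransmitter receptor genes were lower in Shank2-HM mice by a score difference of -0.502 (exact permutation test, p = 0.0556) and presynaptic release genes by -0.404 (p = 0.111, exact test). Postsynaptic scaffold and adhesion genes differed by -0.137 (exact test, p = 0.603). Across 16726 genes, the log2 fold changes of Shank2-HT and Shank2-HM against WT correlated with r = 0.408, both comparisons sharing the same WT mice, and 56.6% of genes had the same sign. From the positive synaptic and negative ribosomal and mitochondrial enrichments of Shank2-HT transcripts and the reverse in Shank2-HM transcripts, the paper proposes that cortical patterns depend on the gene dosage and are largely opposite.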

### Biological functions derived from GSEA of Shank2-HT and Shank2-HM hippocampal transcripts

Surprisingly, our GSEA results for the Shank2-HT hippocampal transcripts did not identify any significant positive enrichment, as indicated by the top five enriched gene sets and EnrichmentMap Cytoscape results (Figure 4C and Supplementary Table 3). However, the negative enrichments of Shank2-HT hippocampal transcripts were significant for gene sets associated with ribosomes and mitochondria, as supported by the top five enriched gene sets and EnrichmentMap Cytoscape results (Figure 4C).

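In the Shank2-HT hippocampus, 1 of the 8 families had a positive enrichment past the threshold, the collagens and extracellular matrix genes (81 genes, NES 2.74, adjusted p = 0.00569). Their score per mouse was higher than in WT by 0.146 (exact permutation test, p = 0.508).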

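Cytosolic ribosomal protein genes had an NES of -5.02 in the Shank2-HT hippocampus (adjusted p = 0.00569), respiratory chain genes of -3.99 (adjusted p = 0.00569) and mitochondrial ribosomal protein genes of -1.82 (adjusted p = 0.0377; not past the threshold after the GC content and length correction, adjusted p = 0.138). The scores per mouse differed from WT by -0.399 (exact permutation test, p = 0.492), -0.369 (p = 0.619) and -0.125 (p = 0.897). In a fit with the replicate numbers as a block, 4 families passed the enrichment threshold; the score cannot pass there, since 5 pairs allow no p-value below 0.0625.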

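In the Shank2-HM hippocampus, the NES was 3.24 for postsynaptic scaffold and adhesion genes (60 genes, 83.3% upregulated), 2.96 for neurotransmitter receptor genes (73 genes) and -5.81 for collagens and extracellular matrix genes (81 genes), with an adjusted p-value of 0.00416 each. The postsynaptic score per mouse was higher than in WT by 0.684, and the matrix score differed by -0.848 (exact permutation test, p = 0.0159 and adjusted p = 0.0635 for each). The score of meningeal fibroblast markers that are not matrix genes was also lower, by -1.17 (exact permutation test, p = 0.0317), and the full marker score by -1.06 (p = 0.0873, exact test). Presynaptic release genes had an NES of 2.05 (adjusted p = 0.00847), which changed sign to -1.57 (adjusted p = 0.0582) with quantile normalization. Cytosolic ribosomal protein genes had an NES of -5.5 (adjusted p = 0.00416; score difference -0.929, exact permutation test, p = 0.119) and respiratory chain genes of -2.45 (adjusted p = 0.00604), whereas mitochondrial ribosomal protein genes had a positive NES of 1.96 (adjusted p = 0.00971).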

The Shank2-HM hippocampal transcripts were positively enriched for gene sets associated with neuronal synapses and negatively enriched for gene sets associated with the neuronal extracellular matrix (ECM), ribosomes, and mitochondria (Figure 4D). GSEA against the gene sets in the BP and MF domains of the C5 database yielded partly similar results for Shank2-HT/HM hippocampal transcripts; negative enrichments of Shank2-HT hippocampal transcripts for ribosome/mitochondria-related gene sets in the BP domain, and positive enrichments of the Shank2-HM hippocampal transcripts for synapse-related gene sets in the BP domain (Supplementary Figure 4).

These results suggest that Shank2-HT and Shank2-HM hippocampal transcripts show transcriptomic changes that are different from each other and also distinct from those observed in the cortex. 

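Between Shank2-HM and Shank2-HT hippocampi, 3 of 8 families differed past the threshold on the score per mouse. Receptor genes were higher in Shank2-HM mice by 0.478 (exact permutation test, p = 0.00794, adjusted p = 0.0317). Matrix genes differed by -0.995 (exact test, p = 0.00794, adjusted p = 0.0317). Postsynaptic genes were higher by 0.693 (exact test, p = 0.0159, adjusted p = 0.0423). Meningeal fibroblast markers also differed between these groups, by -1.32 (exact test, p = 0.0238, adjusted p = 0.214 over all marker sets). With their score as covariate, the DEGs of this comparison fell from 16 to 0, but the score also takes up part of any genotype effect. The family scores were not refitted with it in this comparison, so dissected tissue cannot be told apart from a genotype effect. The difference between the effects in the hippocampus and the cortex was tested as an interaction on the scores, by permuting genotypes within each region over 63504 arrangements. For the homozygous deletion it was 0.69 for receptor genes (two-sided permutation test, p = 0.0518), 0.61 for postsynaptic genes (p = 0.0681), 0.63 for presynaptic genes (p = 0.0391) and -0.8 for matrix genes (p = 0.0596). Over the 48 interaction tests of this kind, the lowest adjusted p-value was 0.327. With same-numbered libraries kept together, a test chosen after seeing the data, the p-values were 0.0476, 0.0556, 0.127 and 0.0397 (exact permutation test), and the lowest adjusted p-value over the 48 tests was 0.334, where a lone test cannot reach less than 0.381.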

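Postsynaptic scaffold and adhesion genes had an NES of -0.8 in the Shank2-HT hippocampus (adjusted p = 0.695), with a sign that changed to 0.71 under quantile normalization, and neurotransmitter receptor genes had an NES of -1.19 (adjusted p = 0.268). For the heterozygous deletion, the effect on the postsynaptic score in the hippocampus minus that in the cortex was -0.22 (two-sided permutation test, p = 0.465), and that on the receptor score was -0.29 (p = 0.448).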

For example, the synaptic gene upregulation observed in the Shank2-HT cortex was absent from the Shank2-HT hippocampus but present in the Shank2-HM hippocampus.

### Biological functions derived from GSEA analysis of Shank2-HT and Shank2-HM striatal transcripts

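Of the 8 families, 0 had a positive enrichment past the threshold in the Shank2-HT striatum, and 3 had a negative one. The highest positive values were those of respiratory chain genes (76 genes, NES 1.45, adjusted p = 0.213) and potassium channel genes (77 genes, NES 1.3, adjusted p = 0.258).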

The GSEA results for the Shank2-HT striatal transcripts did not indicate any significant positive enrichment based on the top five enriched gene sets and EnrichmentMap Cytoscape results (Figure 4E and Supplementary Table 3). This was similar to the results obtained for Shank2-HT hippocampal transcripts. However, the Shank2-HT striatal transcripts were negatively and modestly enriched for gene sets associated with the ECM (Figure 4E).

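Collagens and extracellular matrix genes had an NES of -2.37 in the Shank2-HT striatum (80 genes, adjusted p = 0.0165), with a score per mouse that differed from WT by -0.249 (exact permutation test, p = 0.135). Cytosolic ribosomal protein genes (NES -2.1) and postsynaptic scaffold and adhesion genes (NES -1.93) were also negatively enriched (adjusted p = 0.0314 each), the latter no longer past the threshold with the replicate numbers as a block.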

The Shank2-HM striatal transcripts were positively enriched for gene sets associated with presynaptic genes (Figure 4F). In addition, the Shank2-HM striatal transcripts were negatively enriched for gene sets associated with neuronal ribosomes and mitochondria (Figure 4F). 

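Presynaptic release genes had an NES of 3.51 in the Shank2-HM striatum (77 genes, adjusted p = 0.00552), in libraries in which genes with a higher expression in the cortex were raised. Their score per mouse was higher than in WT by 0.357 (exact permutation test, p = 0.119). Potassium channel genes also had a positive NES, 1.93 (adjusted p = 0.0117).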

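In the Shank2-HM striatum, the NES was -6.55 for cytosolic ribosomal protein genes and -3.54 for respiratory chain genes (adjusted p = 0.00552 each), and -1.8 for mitochondrial ribosomal protein genes (adjusted p = 0.0347). The score of the cytosolic ribosomal genes differed from WT by -0.992 (exact permutation test, p = 0.0794), and that of the respiratory chain genes by -0.572 (p = 0.206, exact test).

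**Figure D2:**
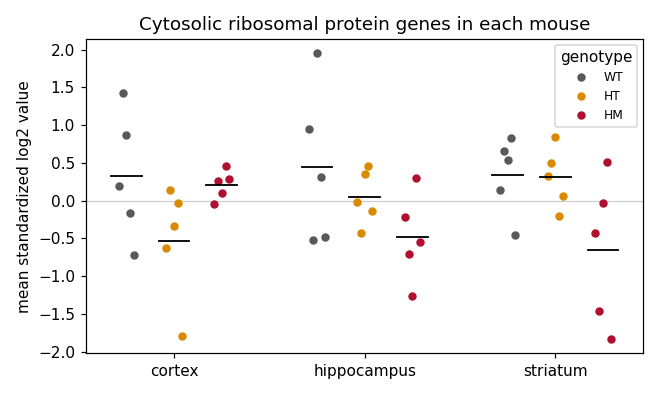
Score of the cytosolic ribosomal protein genes (vertical axis: mean over 81 genes of the log2 value standardized over the 15 libraries of a region, no unit) in each mouse, by region and genotype. Points are single mice (5 per group) and horizontal lines are group means; the lowest Shank2-HM striatum, at -1.84, and the lowest Shank2-HT cortex, at -1.79, lie below the other mice of their groups.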

GSEA against the gene sets in the BP and MF domains of the C5 database yielded partly similar results for Shank2-HT/HM striatal transcripts; positive enrichments of Shank2-HM striatal transcripts for synapse-related gene sets and negative enrichments of the Shank2-HM striatal transcripts for ribosome/mitochondria-related gene sets in the BP domain (Supplementary Figure 5).

These results suggest that Shank2-HT and Shank2-HM striatal transcripts show transcriptomic changes that are distinct from each other and those observed in the cortex, but similar to those observed in the hippocampus. 

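None of the 8 families differed between Shank2-HM and Shank2-HT striata past the threshold on the score per mouse (0 at an unadjusted p-value under 0.05, lowest adjusted p-value 0.413). The effect of the homozygous deletion on the postsynaptic score was larger in the hippocampus than in the striatum by 0.79 (two-sided permutation test, p = 0.0339, and 0.00794 with same-numbered libraries kept together, a test chosen after seeing the data), while that on the cytosolic ribosomal score differed by 0.06 (p = 0.941) and that on the presynaptic score by -0.06 (p = 0.848). Between striatum and cortex, the homozygous effect on the presynaptic score differed by 0.69 (permutation test, p = 0.0243, and 0.0794 with same-numbered libraries kept together) and the heterozygous effect on the respiratory chain score by 0.87 (p = 0.0413, and 0.0952 with these kept together), neither of them past the threshold after adjustment over all such tests. The homozygous effect on the potassium channel score differed by 0.47 between striatum and cortex (permutation test, p = 0.0327, and 0.0556 with these kept together). Between hippocampus and cortex it differed by 0.45 (permutation test, p = 0.0432, and 0.0476 with these kept together). After adjustment these were also not past the threshold.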

Notably, the enrichment patterns of the Shank2-HM striatal transcripts most closely resemble those of Shank2-HM hippocampal transcripts and Shank2-HT (not Shank2-HM) cortical transcripts.

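Across the 8 families, the Shank2-HM striatum had 2 positive and 5 negative enrichments past the threshold, the Shank2-HM hippocampus 4 and 3, the Shank2-HT cortex 2 and 4, and the Shank2-HM cortex 1 and 3. Postsynaptic scaffold and adhesion genes had an NES of -1.12 in the Shank2-HM striatum (adjusted p = 0.297) and neurotransmitter receptor genes of -1.82 (adjusted p = 0.0306). The similarity of the patterns of different regions was not tested as such.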

### ASD-related patterns in Shank2-HT and Shank2-HM transcripts

Previous reports described transcriptomic changes associated with ASD (Garbett et al., 2008; Voineagu et al., 2011; Gupta et al., 2014; Parikshak et al., 2016; Velmeshev et al., 2019) and identified ASD-related gene sets that are up- or downregulated in ASD. These include DEG Up Voineagu, Co-Exp Up M16 Voineagu, DEG Down Voineagu, and Co-Exp Down M12 Voineagu (from cortical samples of individuals ranging in age from 2 to 560 years) (Voineagu et al., 2011; Werling et al., 2016). The genes in these gene sets are summarized in Supplementary Table 4.

Human genetic studies on ASD have also yielded various ASD-risk gene sets, including SFARI genes (Abrahams et al., 2013),^6^ FMRP targets (Darnell et al., 2011; Werling et al., 2016), DeNovoMissense (protein-disrupting or missense rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), DeNovoVariants (protein-disrupting rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), and AutismKB (Autism KnowledgeBase) (Xu et al., 2012; Yang et al., 2018; Supplementary Table 4). These genes are thought to be downregulated in ASD through mutations, including missense, nonsense, splice-site, frame-shift, and deletion mutations.

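The 10 ASD-related and ASD-risk sets were taken from the genes that can be read in Supplementary Table 4, at most 49 per set, of which 42 to 49 were tested in the cortex. The lists read for DeNovoMissense and DeNovoVariants were the same 49 genes and gave the same values. On the score per mouse, 0 of the 10 sets passed the threshold in any comparison with WT, the lowest adjusted p-value being 0.0794. This is also the lowest value that a lone set among 10 can reach, since the exact test of 5 against 5 mice allows no p-value below 0.00794, so the absence of a set past the threshold says little about a single set. Camera with an estimated correlation moved the enrichment counts most, to 0 sets in the cortex of either genotype.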

Here, we used GSEA to test whether these ASD-related and ASD-risk gene sets were enriched in the Shank2-HT and Shank2-HM transcripts. 

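In the Shank2-HT cortex, 4 of 10 sets passed the threshold, 3 upward and 1 downward. DEG Up Voineagu had an NES of -2.35 (48 genes, adjusted p = 0.0198), while Co-Exp Up M16 Voineagu had an NES of -1.39 (46 genes, adjusted p = 0.174). The NES was 2.2 for DeNovoMissense and DeNovoVariants (adjusted p = 0.0204), 1.91 for AutismKB (42 genes, adjusted p = 0.035), 1.62 for FMRP targets (adjusted p = 0.0896), 1.06 for all SFARI genes (45 genes, adjusted p = 0.518) and 0.97 for the high-confidence SFARI genes (44 genes, adjusted p = 0.534). The GC content and length correction left 1 set past the threshold, the downward one. On the score per mouse, the lowest p-value was 0.19 (exact permutation test, adjusted p = 0.635). The block by replicate number also gave 4.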

In our GSEA for the cortex, the Shank2-HT transcripts were negatively enriched for ASD-related gene sets that are upregulated in ASD, such as DEG Up Voineagu and Co-Exp Up M16 Voineagu and positively enriched for ASD-risk gene sets, including SFARI genes (all and high confidence), FMRP targets, DeNovoMissense, DeNovoVariants, and AutismKB (Figure 5A and Supplementary Figure 6). These enrichment patterns are opposite to those observed in ASD (termed reverse-ASD patterns hereafter), and are likely to represent changes that arise to compensate for HT *Shank2* deletion.

**FIGURE 5:**
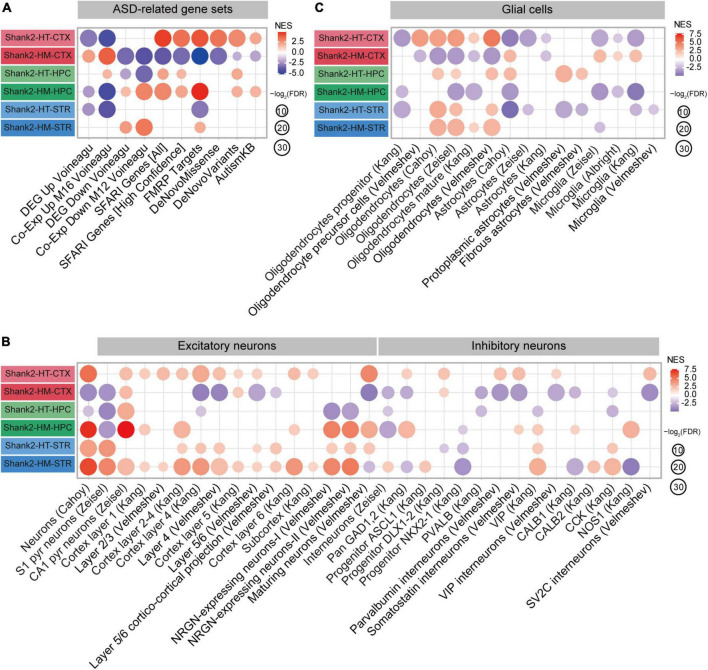
Autism spectrum disorder (ASD)-related patterns revealed by gene set enrichment analysis (GSEA) of Shank2-heterozygous (HT) and Shank2-homozygous (HM) cortical/hippocampal/striatal transcripts. **(A)** GSEA results for Shank2-HT/HM cortical/hippocampal/striatal transcripts, as shown by enrichment patterns for ASD-related gene sets that are upregulated in ASD (DEG Up Voineagu and Co-Exp Up M16 Voineagu) and downregulated in ASD (DEG Down Voineagu and Co-Exp Down M12 Voineagu) and ASD-risk gene sets [SFARI genes (all), SFARI genes (high confidence), FMRP targets, *DeNovo* Missense, *DeNovo* Variants, and AutismKB; *n* = 5 mice (Shank2-HT/HM cortex, hippocampus, and striatum)]. **(B)** GSEA results for Shank2-HT/HM cortical/hippocampal/striatal transcripts, as shown by enrichment patterns for cell-type-specific gene sets (glutamate and GABA neurons; *n* = 5 mice for Shank2-HT/HM cortex/hippocampus/striatum). **(C)** GSEA results for Shank2-HT/HM cortical/hippocampal/striatal transcripts, as shown by enrichment patterns for cell-type-specific gene sets (glial cells) [*n* = 5 mice (Shank2-HT/HM cortex, hippocampus, and striatum)].

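In the Shank2-HM cortex, 5 of 10 sets passed, 1 upward and 4 downward. DEG Up Voineagu had an NES of 2.3 and Co-Exp Down M12 Voineagu of -2.16 (adjusted p = 0.0297 each), and DeNovoMissense and DeNovoVariants had an NES of -1.94 and FMRP targets of -1.9 (adjusted p = 0.0313 each). Not past the threshold were Co-Exp Up M16 Voineagu (NES 1.71) and DEG Down Voineagu (NES -1.73), both with an adjusted p-value of 0.0537, all SFARI genes (NES -1.14, adjusted p = 0.356), the high-confidence SFARI genes (NES -1.09) and AutismKB (NES -0.79, adjusted p = 0.731; NES 0.95 after the GC content and length correction). Quantile normalization and the GC content and length correction each left 0 sets past the threshold. The lowest p-value on the score per mouse was 0.111 (exact permutation test, adjusted p = 0.298).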

In sharp contrast, Shank2-HM cortical transcripts were positively enriched for gene sets that are upregulated in ASD (DEG Up Voineagu and Co-Exp Up M16 Voineagu) and negatively enriched for gene sets that are downregulated in ASD (DEG Down Voineagu and Co-Exp Down M12 Voineagu) and for ASD-risk gene sets (SFARI genes, FMRP targets, DeNovoMissense, DeNovoVariants, and AutismKB) (Figure 5A). These patterns are similar to the transcriptomic changes occurring in ASD (termed ASD-like patterns hereafter).

The opposite changes in the enrichments of Shank2-HT and Shank2-HM cortical transcripts in two select gene sets [SFARI genes (all) and FMRP targets] were mediated by ∼50% of the genes in the two gene sets and were further supported by the small correlations of FC for co-up/down regulations (Supplementary Figure 7). 

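Among the SFARI genes (all) that could be read and tested in the cortex, 55.6% of 45 changed in opposite directions in Shank2-HT and Shank2-HM mice, with a range of 40% to 62.2% over the 15 fits that each left out a mouse (chosen for this result after seeing the data). Among the FMRP targets, 49% of 49 genes did so, with a range of 34.7% to 55.1%. The jackknife standard errors of these percentages over mice were 20.1 and 23.8 percentage points.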

The opposite changes in the SFARI genes, however, were weaker than those in FMRP target genes, as supported by the greater correlation coefficient (*r*^2^ = 0.1899 vs. 0.0425) involving frequent co-up/down regulations of more strongly changed transcripts. 

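Across genes, which are not independent replicates, the r squared of the cortical log2 fold changes of Shank2-HT and Shank2-HM mice was 0.1436 for the SFARI genes (r = 0.379) and 0.0401 for the FMRP targets (r = 0.2). Both comparisons share the same WT mice. The jackknife standard errors of r squared over mice were 0.332 and 0.172, larger than the difference between the sets. Leaving out a mouse at a time, a setting chosen for this result after seeing the data, r squared ranged from 0.0025 to 0.335 for the SFARI genes and from 0.0107 to 0.1502 for the FMRP targets. Without a filter on low values, which adds a gene, r for the SFARI genes changed sign to -0.197.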

Collectively, these results indicate that HT and HM *Shank2* deletions in the cortex lead to largely opposite ASD-related/risk transcriptomic changes.

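In the direct comparison of Shank2-HM with Shank2-HT cortices, 2 of 10 sets passed the threshold on the score per mouse, the DeNovo sets with the same genes (score difference -0.603, exact permutation test, p = 0.00794, adjusted p = 0.0397). They passed only because the same list of genes was counted as 2 sets. A lone set among 10 cannot reach an adjusted p-value below 0.0794, so no distinct ASD set was shown to differ. FMRP targets differed by -0.379 and DEG Up Voineagu by 0.544 (p = 0.0238 and adjusted p = 0.0595 for each, exact test). The remaining sets had unadjusted p-values above 0.05, and 8 of the 10 scores were lower in Shank2-HM mice. From the opposite signs of the enrichments in the Shank2-HT and Shank2-HM cortex and the small correlations of fold changes in the SFARI and FMRP sets, the paper concludes that the heterozygous and homozygous deletions lead to largely opposite ASD-related and ASD-risk changes in the cortex.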

In the hippocampus, Shank2-HT transcripts showed both ASD-like and reverse-ASD patterns: They were positively enriched for the Co-Exp Up M16 Voineagu gene set, negatively enriched for the DEG Down Voineagu and Co-Exp Down M12 Voineagu gene sets (ASD-like patterns), and positively enriched for some of the ASD-risk gene sets (reverse-ASD patterns) (Figure 5A). In contrast, Shank2-HM hippocampal transcripts showed strong reverse-ASD patterns: They were negatively enriched for DEG Up Voineagu and Co-Exp Up M16 Voineagu and positively enriched for DEG Down Voineagu, Co-Exp Down M12 Voineagu, and all of the ASD-risk gene sets. Therefore, the hippocampal Shank2-HT and Shank2-HM patterns were distinct and the Shank2-HM hippocampal pattern (reverse-ASD) was similar to the Shank2-HT cortical pattern but largely opposite the Shank2-HM cortical pattern.

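In the Shank2-HT hippocampus, 0 of 10 sets passed the threshold, with 2 at an unadjusted enrichment p-value under 0.05. Co-Exp Up M16 Voineagu had an NES of 0.76 (adjusted p = 0.755), DEG Down Voineagu of -1.11 (adjusted p = 0.456) and Co-Exp Down M12 Voineagu of -1.72 (adjusted p = 0.152). Among the ASD-risk sets, the NES ranged from -1.13 for FMRP targets to 1.85 for AutismKB (43 genes, adjusted p = 0.152). The lowest p-value on the score per mouse was 0.381 (exact permutation test). A block by replicate number left 0 sets past it, with 2 at an unadjusted p-value under 0.05.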

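In the Shank2-HM hippocampus, 8 of 10 sets had a positive and 2 a negative NES, and 0 passed the threshold (5 at an unadjusted enrichment p-value under 0.05). DEG Up Voineagu had an NES of -1.56 (adjusted p = 0.105) and Co-Exp Up M16 Voineagu of -1.64 (adjusted p = 0.0812). DEG Down Voineagu had an NES of 1.75 (adjusted p = 0.0683) and Co-Exp Down M12 Voineagu of 1.18 (adjusted p = 0.287). Among the ASD-risk sets, the NES ranged from 1.03 for all SFARI genes to 1.9 for AutismKB (adjusted p = 0.063). With quantile normalization, 2 sets were positive and 8 negative. The lowest p-value on the score per mouse was 0.0317, for DEG Down Voineagu (exact permutation test, adjusted p = 0.317).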

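Between Shank2-HM and Shank2-HT hippocampi, 0 of 10 sets differed past the threshold on the score per mouse (2 at an unadjusted exact p-value under 0.05, lowest adjusted p-value 0.0794). The signs of the NES in the Shank2-HM hippocampus were those of the Shank2-HT cortex for all 10 sets and the opposite of those of the Shank2-HM cortex for all 10, but quantile normalization changed most signs in the hippocampus. The difference between the hippocampal and cortical effects on these sets was not tested.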

In the striatum, Shank2-HT and Shank2-HM transcripts showed patterns similar to those observed in the hippocampus, in that the Shank2-HT striatal transcripts showed a mixed pattern and the Shank2-HM striatal transcripts showed a reverse-ASD pattern. However, the overall extents of these changes were weaker than those observed in the hippocampus (Figure 5A). These results collectively suggest that the hippocampal and striatal transcriptomic patterns are more similar to each other than they are to the cortical patterns in *Shank2*-mutant mice.

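In the Shank2-HT striatum, 3 sets had a positive and 7 a negative NES, and 1 passed the threshold, DEG Up Voineagu (NES -2.32, adjusted p = 0.0205). Its score per mouse was lower than in WT by a difference of -0.39 (exact permutation test, p = 0.00794, adjusted p = 0.0794). In the Shank2-HM striatum, 4 sets had a positive and 6 a negative NES, and 0 passed the threshold (1 at an unadjusted enrichment p-value under 0.05). DEG Down Voineagu had an NES of 2.3 (adjusted p = 0.0583) and the high-confidence SFARI genes of -1.36 (adjusted p = 0.277), in libraries in which genes with a higher expression in the cortex were raised. With the replicate numbers as a block, 1 set passed in the Shank2-HM striatum.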

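The median NES of the 10 sets was -0.54 in the Shank2-HM striatum and 1.4 in the Shank2-HM hippocampus, and -1.13 in the Shank2-HT striatum and 0.78 in the Shank2-HT hippocampus. On the score per mouse, the lowest p-value in the Shank2-HM striatum was 0.0397 (exact permutation test, adjusted p = 0.397). The difference in extent between these regions was not tested.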

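Between Shank2-HM and Shank2-HT striata, 0 of 10 sets differed past the threshold on the score per mouse (1 at an unadjusted exact p-value under 0.05, lowest adjusted p-value 0.317). The hippocampus also had 0. In the cortex only the DeNovo list passed, and only because it was counted as 2 sets, so these counts show no contrast between the regions.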

### Cell-type-specific patterns in Shank2-HT and Shank2-HM transcripts

Cell-type-specific transcriptomic changes have been observed in ASD, including downregulation of neuron- and oligodendrocyte-related genes and upregulation of astrocyte- and microglia-related genes (Voineagu et al., 2011; Werling et al., 2016). We thus tested Shank2-HT and Shank2-HM transcripts for the cell-type-specific gene sets reported in previous studies (Albright and Gonzalez-Scarano, 2004; Cahoy et al., 2008; Kang et al., 2011; Zeisel et al., 2015; Werling et al., 2016; Velmeshev et al., 2019, 2020; Supplementary Table 4).

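The 45 cell-type-specific sets were the genes that can be read in Supplementary Table 4, at most 49 per set, and 5 further sets pooled all genes of excitatory neurons (466 tested in the cortex), inhibitory neurons (511), oligodendrocytes (245), astrocytes (187) and microglia (163). Each gene set was scored as the ASD-related sets were, with adjustment over the sets of a cell type. On the score per mouse, 1 of these 50 sets passed in the Shank2-HT striatum and 6 in the Shank2-HM striatum, and 0 in the other comparisons with WT (lowest adjusted p-values 0.457 and 0.127 in the Shank2-HT and Shank2-HM cortex, and 0.611 and 0.119 in the hippocampus). A lone set among the 15 of a neuron type cannot reach less than 0.119. Camera with an estimated correlation moved the enrichment counts most, from 30 sets to 0 in the Shank2-HM striatum.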

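In the Shank2-HT cortex, the NES of the pooled sets was 4.05 for excitatory neurons, 2.6 for inhibitory neurons and 2.81 for oligodendrocytes (adjusted p = 0.00259 each). Of the single sets, 8 of 15 for excitatory neurons passed upward and 0 downward, 0 of 15 for inhibitory neurons passed in either direction (13 had a positive NES), and of 6 for oligodendrocytes 4 passed upward and 1 downward. After the GC content and length correction, 0 of the 15 excitatory neuron sets passed, with 11 positive and 4 negative values. The pooled excitatory neuron score per mouse differed from WT by less than the spread between mice (exact permutation test, p = 0.643). With the replicate numbers as a block, 22 of all 50 sets passed, as many as without it.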

In the cortex, Shank2-HT transcripts were positively enriched for excitatory and inhibitory neuron-related gene sets as well as oligodendrocyte-related gene sets, as shown by enrichment patterns for single-cell-type gene sets (Figures 5B,C). In addition, Shank2-HT transcripts were negatively enriched for astrocyte- and microglia-related gene sets. These patterns were largely opposite those observed in ASD (reverse-ASD), and are in line with the abovementioned reverse-ASD patterns observed in our GSEA for ASD-related/risk gene sets (Figure 5A). In contrast, Shank2-HM cortical transcripts were overall negatively enriched for neuron (excitatory and inhibitory)- and oligodendrocyte-related gene sets and positively enriched for astrocyte- and microglia-related gene sets (Figures 5B,C), yielding a generally ASD-like pattern. These results from cell-type-specific gene set analyses suggest that an increase in the *Shank2* deletional dosage converts a reverse-ASD pattern to an ASD-like pattern, as seen for our GSEA results on ASD-related/risk gene sets (Figure 5A).

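The pooled astrocyte set had an NES of -3.16 in the Shank2-HT cortex (adjusted p = 0.00259) and the pooled microglia set of -1.73 (adjusted p = 0.0343). All 5 astrocyte sets had a negative NES, 3 of them past the threshold, and 3 of 4 microglia sets were negative, 1 of them past it. The astrocyte score per mouse differed from WT with p = 0.31 (exact permutation test).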

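In the Shank2-HM cortex, the NES was -2.7 for excitatory neurons, -2.63 for inhibitory neurons and -3.49 for oligodendrocytes (adjusted p = 0.00259 each). Of the single sets, 5 for excitatory neurons passed downward and 1 upward, 5 for inhibitory neurons downward, and 5 of 6 for oligodendrocytes downward. The pooled astrocyte set did not pass the threshold (NES 1.37, adjusted p = 0.131), and the pooled microglia set did (NES 2.59, adjusted p = 0.00259; score difference 0.174, exact permutation test, p = 0.214).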

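Compared directly, Shank2-HM cortices had a higher pooled microglia score than Shank2-HT cortices by 0.26 (exact permutation test, p = 0.00794, adjusted p = 0.0397), and 2 of 4 single microglia sets passed the threshold in the same direction, with score differences of 0.598 and 0.471 (adjusted p = 0.0317 each). No excitatory neuron, inhibitory neuron or oligodendrocyte set passed (2 of each at an unadjusted p-value under 0.05). No astrocyte set did either (0 at an unadjusted p-value under 0.05). Meningeal fibroblast markers were also higher in Shank2-HM than in Shank2-HT cortices, by 1.14 (exact permutation test, p = 0.0159). Hippocampal CA field markers differed by 0.76 (exact test, p = 0.0317) and dentate gyrus markers by -0.67 (exact test, p = 0.0159). None of these passed after adjustment over all marker sets (lowest adjusted p-value 0.0714). The microglia scores were not refitted with marker scores, so unequal dissection cannot be told apart from a genotype effect.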

In the hippocampus, Shank2-HT transcripts displayed a mixed pattern (both ASD-like and reverse-ASD), as supported by largely negative enrichments for neuron-related gene sets, positive enrichments for oligodendrocyte-related gene sets, and moderate positive enrichments for astrocyte/microglia-related gene sets (Figures 5B,C). 

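In the Shank2-HT hippocampus, the pooled sets had an NES of -1.04 for excitatory neurons (adjusted p = 0.393), -1.48 for inhibitory neurons (adjusted p = 0.114), 1.83 for oligodendrocytes (adjusted p = 0.0518), 2.27 for astrocytes (adjusted p = 0.0103) and 1.19 for microglia (adjusted p = 0.296). Of the single sets, 0 of 15 for excitatory and 0 of 15 for inhibitory neurons passed, while 3 of 6 for oligodendrocytes, 2 of 5 for astrocytes and 0 of 4 for microglia passed upward. Of the excitatory neuron sets, 9 of 15 were positive, and of the inhibitory neuron sets 9 of 15 were negative. Over all 50 sets, 6 passed (15 at an unadjusted p-value under 0.05), and 7 with the replicate numbers as a block.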

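In the Shank2-HM hippocampus, the NES was 4.89 for excitatory neurons and 2.63 for inhibitory neurons, and -2.16 for oligodendrocytes (adjusted p = 0.00362 each). It was -2.12 for microglia (adjusted p = 0.00488) and 0.8 for astrocytes (adjusted p = 0.698), the latter changing to -2.15 with quantile normalization (adjusted p = 0.00362). Of the single sets, 8 for excitatory neurons passed upward, 6 for inhibitory neurons upward and 1 downward, and 4 of 6 for oligodendrocytes downward and 1 upward. The pooled excitatory neuron score per mouse was higher than in WT by 0.37 (exact permutation test, p = 0.0238, adjusted p = 0.119). Markers of the hippocampal CA fields also had higher scores in these libraries, by 0.69 (exact permutation test, p = 0.00794, adjusted p = 0.0714 over all marker sets).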

Shank2-HM transcripts showed a reverse-ASD pattern, but it was still mixed, displaying largely positive enrichments for neuron-related gene sets, negative enrichments for oligodendrocyte-related gene sets, and negative enrichments for astrocyte/microglia-related gene sets (Figures 5B,C). Therefore, unlike our observation in the cortex, an increase in the *Shank2* deletional dosage intensified the reverse-ASD pattern in the hippocampus.

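Shank2-HM hippocampi had a higher pooled excitatory neuron score than Shank2-HT hippocampi by 0.383 (exact permutation test, p = 0.00794, adjusted p = 0.0397), and 4 of 15 single excitatory neuron sets passed in this direction (adjusted p = 0.0298 each). Of the other cell types, 0 sets passed, with 6 of 15 for inhibitory neurons, 1 of 6 for oligodendrocytes, 1 of 4 for microglia and 0 of 5 for astrocytes at an unadjusted p-value under 0.05.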

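In the Shank2-HT striatum, the pooled sets had an NES of 2.92 for excitatory neurons, -3.22 for astrocytes and -2.56 for microglia (adjusted p = 0.00333 each), 1.21 for oligodendrocytes (adjusted p = 0.228) and -1.59 for inhibitory neurons (adjusted p = 0.0542; 0.98 after the GC content and length correction). Of the single sets, 0 of 15 for excitatory neurons passed, 1 of 15 for inhibitory neurons passed downward, 3 of 6 for oligodendrocytes upward and 1 downward, and 3 of 5 for astrocytes and 2 of 4 for microglia downward. The astrocyte score per mouse differed from WT by -0.226 (exact permutation test, p = 0.0397, adjusted p = 0.198). The set that passed on the score per mouse was a downregulated oligodendrocyte set (adjusted p = 0.0476).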

In the striatum, Shank2-HT transcripts showed a reverse-ASD pattern with largely positive enrichments for neuron/oligodendrocyte-related gene sets and negative enrichments for astrocyte/microglia-related gene sets (Figures 5B,C). 

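In the Shank2-HM striatum, the NES was 6.19 for excitatory neurons and 4.34 for inhibitory neurons (adjusted p = 0.00505 each), 1.82 for oligodendrocytes (adjusted p = 0.0292), 1.06 for astrocytes (adjusted p = 0.463) and 0.78 for microglia (adjusted p = 0.759). Of the single sets, 13 of 15 for excitatory neurons passed upward, 6 for inhibitory neurons upward and 4 downward, and 0 for astrocytes or microglia. On the score per mouse, 6 excitatory neuron sets passed, all upward (lowest adjusted p-value 0.0298). Markers of cortical projection neurons had higher scores in the same libraries, by a difference of 1.03 (exact permutation test, p = 0.00794, adjusted p = 0.0159 over the 2 neighbouring regions and 0.0714 over all 9 marker sets). Over all 50 sets, 30 passed, and 31 with the replicate numbers as a block.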

Shank2-HM transcripts showed a similar reverse-ASD pattern with positive enrichments for neuron/oligodendrocyte-related gene sets and a moderately negative enrichment for microglia-related genes (Figures 5B,C). Therefore, HT and HM *Shank2* deletion in the striatum lead to similar reverse-ASD patterns.

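Between Shank2-HM and Shank2-HT striata, 0 sets of any cell type differed past the threshold on the score per mouse, with 4 excitatory neuron, 2 inhibitory neuron and 2 microglia sets at an unadjusted p-value under 0.05. The pooled microglia score was higher in Shank2-HM striata by 0.22 (exact permutation test, p = 0.0238, adjusted p = 0.119).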

These results collectively suggest that HT and HM *Shank2* deletions lead to distinct gene dosage effects on ASD-related/risk gene expressions in the cortex and hippocampus but not in the striatum; increased *Shank2* deletional dosage intensifies the ASD-like pattern in the cortex, weakens it in the hippocampus, and has no effect on it in the striatum.

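Counted over the 10 ASD sets and the 50 cell-type sets, the direct comparison of the genotypes on the score per mouse had sets past the threshold in the cortex and the hippocampus and 0 in the striatum. In the cortex these were microglia sets and the DeNovo list, which passed only because it was counted as 2 sets. Whether the dosage effect itself differs between the regions was not tested for the ASD or cell-type sets. From the enrichments of Shank2-HT and Shank2-HM transcripts in the ASD-related, ASD-risk and cell-type-specific sets, the paper proposes that the gene dosage has distinct effects in the cortex and hippocampus and none in the striatum, with a higher deletional dosage strengthening the ASD-like pattern in the cortex and weakening it in the hippocampus.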

## Discussion

In the current study, we investigated transcriptomic changes occurring in three different brain regions (prefrontal cortex, hippocampus, and striatum) of adult Shank2-HT/HM mice. The results indicate that there are brain region and gene dosage-differential transcriptomic changes associated with altered biological functions and ASD-related/risk gene expression patterns.

### Transcriptomic changes in *Shank2*-mutant mice

The results of our DEG and DAVID analyses indicated that the hippocampal and striatal Shank2-HM DEGs are differentially associated with synapse- and neuronal subregion/substructure-related functions (Figures 1, 2). In addition, our SynGO and PPI analyses indicated that hippocampal and striatal Shank2-HM DEGs belonging to SynGO genes are differentially enriched for pre- and postsynaptic functions and form differential PPI networks (Figure 3). For instance, the hippocampal SynGO-DEGs formed a PPI cluster of mainly upregulated synaptic genes (with the exception of ribosome-related genes), whereas the striatal SynGO-DEGs formed a cluster of synaptic genes with mixed up and downregulations. Although additional details remain to be determined, these results suggest that different *Shank2*-mutant brain regions (hippocampus and striatum) respond to *Shank2* deletion by distinct up/downregulations and *via* different PPI networks of synaptic genes.

The DEG results also indicate that there are more DEGs in Shank2-HM transcripts compared to Shank2-HT transcripts, regardless of the brain region examined (Figure 1). Our previous study showed that Shank2-HT mice display largely normal behaviors, whereas Shank2-HM mice show strong autistic-like behaviors (Won et al., 2012). We therefore speculate that the greater numbers of DEGs in these three brain regions of Shank2-HM mice relative to Shank2-HT mice may collectively contribute to the mechanistic deviations that underlie the observed abnormal behaviors. An alternative and not mutually exclusive explanation could be that the greater numbers of DEGs in Shank2-HM transcripts relative to Shank2-HT transcripts may reflect that stronger compensatory transcriptomic responses are induced by a stronger mutation.

Gene set enrichment analysis of the cortical Shank2-HT transcripts showed a reverse-ASD pattern associated with increased synapse-related gene expression (Figures 4, 5). In contrast, the Shank2-HM transcripts showed an ASD-like pattern associated with decreased synaptic gene expression. It is possible that the increased synaptic gene expression in Shank2-HT mice may be compensatory in nature and may underlie the largely normal behaviors seen in these mice, whereas the decreased synaptic gene expression in Shank2-HM mice associated with the ASD-like transcriptomic pattern may promote the behavioral abnormalities seen in these mice. In line with this hypothesis, Shank2-HM mice show impaired neuronal responses to social contexts in the medial prefrontal cortex (mPFC), which has been strongly implicated in ASD (Yizhar et al., 2011; Yan and Rein, 2021); this impairment involves decreased inhibition of target pyramidal neurons by parvalbumin-positive interneurons (Lee et al., 2021a).

When the current GSEA results for Shank2-HT and Shank2-HM cortical/prefrontal transcripts, covering wider areas of the prefrontal cortex including more caudal regions, are compared with the previous results for Shank2-HT and Shank2-HM mPFC transcripts (Lee et al., 2021b) for ASD-related/risk patterns, the reverse-ASD pattern of the current Shank2-HT (but not Shank2-HM showing ASD-like pattern) prefrontal transcripts are more similar to the previous results (reverse-ASD for both Shank2-HT and Shank2-HM mPFC transcripts). It might be possible that the mPFC region may be more resilient in inducing compensatory and reverse-ASD transcriptomic changes even in the presence of a strong HM *Shank2* deletion.

Gene set enrichment analysis of the hippocampal Shank2-HT transcripts revealed mixed ASD-like and reverse-ASD patterns associated with largely normal synapse-related gene expression levels. In contrast, the Shank2-HM transcripts showed a strong reverse-ASD pattern associated with increased synaptic and FMRP target gene expression levels, as well as increased excitatory neuronal gene expression and decreased glial (astrocytic and microglial) gene expression (Figures 4, 5). Previous studies on adult Shank2-HM mice revealed the presence of impaired hippocampal synaptic functions that have been causally associated with behavioral deficits (Won et al., 2012; Lee et al., 2015b) and early postnatal NMDAR hyperfunction (Chung et al., 2019; Yoo et al., 2021). In addition, reduced hippocampal inhibitory synaptic transmission has been causally associated with impaired spatial memory in *Shank2*-mutant mice that lack exons 6–7 (Lim et al., 2017). It is therefore possible that the strong reverse-ASD pattern observed in Shank2-HM hippocampal transcripts, which was absent from Shank2-HT hippocampal transcripts, may represent compensatory changes that occur in response to a stronger *Shank2* deletion and but fail to fully rescue the hippocampal synaptic deficits. This sharply contrasts with the abovementioned hypothesis that the reverse-ASD patterns seen in the Shank2-HT cortex may represent transcriptomic changes that successfully contribute to normalizing behavioral phenotypes.

In the striatum, the Shank2-HT transcripts also showed mixed ASD-like and reverse-ASD patterns associated with largely normal synaptic gene expression levels. The Shank2-HM transcripts, however, showed a strong reverse-ASD pattern associated with increased synaptic and excitatory neuronal (both excitatory and inhibitory) gene expression levels (Figures 4, 5). A notable difference between the Shank2-HM hippocampal and striatal transcripts is that the same reverse-ASD patterns seem to more strongly involve ASD-related/risk gene sets in the hippocampus but cell type-specific gene sets in the striatum, suggesting that there are distinct molecular/cellular and neuronal mechanisms.

In summary, our results indicate that *Shank2* deletion leads to brain region and gene dosage-differential transcriptomic changes associated with altered biological functions and ASD-related/risk gene expression patterns. These results provide unbiased clues on the mechanisms underlying the ASD-related phenotypes in *Shank2*-mutant mice and will be useful in designing future experiments using these mice and interpreting the results.

## Data availability statement

The datasets presented in this study can be found in online repositories. The raw RNA-Seq results are available as GSE200439 (*Shank2* brain regions) at GEO (Gene Expression Omnibus), NCBI (National Center for Biotechnology Information).

## Ethics statement

The animal study was reviewed and approved by the Committee of Animal Research at KAIST (KA2020-99).

## Author contributions

Y-EY, TY, and EK designed the experiments. Y-EY, TY, and HK performed the RNA-seq analyses. HK and EK wrote the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

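Gene expression was measured by RNA-seq in the prefrontal cortex, hippocampus and striatum of 5 WT, 5 Shank2-HT and 5 Shank2-HM male mice at 13 weeks, in 45 libraries, each assigned to its region, genotype and replicate number from its label. The deposited signal values are DESeq2-normalized counts, which the authors made from Salmon estimates on GRCm38 with a correction for GC bias, imported with tximport and divided by size factors. The authors deposited no unnormalized counts in this table, and a search of its low values for a common step found between 7.0% and 27.3% of them on one step in a library, so whole reads were not recovered and the depth of each library is unknown. The sum of the normalized counts of a library ranged from 24979823 in the Shank2-HT hippocampus to 28076325 in the WT striatum, and mitochondrial genes took between 7.7% and 12.73% of it. Of the gene identifiers, 17998 were matched to positions in GENCODE release 21 and 13 were not. No library was left out.

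All tests used R 4.3.3. Each region was fitted on its own with limma 3.58.1 (lmFit, then eBayes with a trend of the variance on the mean) on the log2 of the value plus 1, with all 15 libraries and the 3 genotypes as groups, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Genes needed a value of at least 10 in at least 5 of the 15 libraries. Differences between the effects of the homozygous deletion in different regions were interaction terms of a single limma fit of 9 groups over all 45 libraries. Each named gene was also tested by an exact two-sided permutation test of 5 against 5 mice (252 arrangements). The named genes were those that the paper names in its results or lists in Figure 1B, the 3 upregulated and 3 downregulated genes with the largest log2 fold changes among those past the threshold with no overlap between the groups, and the genes past the threshold within 5 Mb of Shank2. Overlaps were tested with Fisher's exact test, and correlations of fold changes are across genes, with a jackknife over mice.

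Gene sets were scored in preranked form with fgsea 1.28.0 (signed fold change multiplied by 1/p, exponent 0, 1000 gene permutations, at least 15 genes). The sets were 8 families defined by gene symbols, 10 ASD-related and ASD-risk sets, and 45 cell-type-specific sets and 5 pooled cell classes, of which the ASD and cell-type sets hold the genes that can be read in Supplementary Table 4, at most 49 per set. The same sets were scored in each mouse as the mean of standardized log2 values and compared by exact permutation, and tested with camera. Interactions between regions on the scores were tested by permutation over 63504 arrangements. The MSigDB collections, DAVID, SynGO and STRING analyses were not repeated.

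The fits were tested on simulated data with 200 changed genes. Of genes changed by 1 log2 unit, 78%, 75.2% and 82.9% were recovered in the cortex, hippocampus and striatum, and of genes changed by 2 log2 units 92.7%, 93.4% and 90.5%. Of the calls, 4.4%, 5.6% and 6% were genes that had not been changed, and with no gene changed 0 were called at 5.02%, 4.94% and 5.01% of genes with an unadjusted p-value under 0.05. The simulated noise was independent between genes, and smaller changes were not simulated. The Shank2-HM hippocampal DEGs had a median absolute log2 fold change of 0.4, so the power for changes of that size is unknown. A set shifted in one genotype was called in 50 of 50 runs by each of the 3 set tests.

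The alternatives covered the pseudocount (0.1 and 10), no filter and a filter on a mean value of at least 50, quantile normalization, limma without the trend, with array weights, and with only the compared genotypes in the fit, the replicate numbers as a block, each mouse left out in turn, other windows around Shank2 (2 and 10 Mb), camera and weighted scoring for the sets, and unstandardized scores. A correction of each library's trend with GC content and gene length (splines with 5 degrees of freedom), marker scores as covariates, the mice as a block across regions, a permutation of the score interactions with same-numbered libraries kept together, and the DEGs near Shank2 without Gm26793 were added after the data had been seen. Whether mice with the same replicate number are alike was tested by comparing the correlations of their deviations from the group means with those of all 120 pairings (exact one-sided permutation test), in 9 comparisons of genotypes within a region and 9 of regions within a genotype.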

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

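The counts of splits for the interactions, the level of cortex-enriched genes in the striatum, the fits with marker scores as covariates, and the DEGs near Shank2 without Gm26793 were tests chosen only after the results were seen.

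Gm26793, which the paper does not discuss, lies on chromosome 7 (144894560 to 144897461) within 5 Mb of Shank2, and its values in mutant mice were above the level of the WT controls. Its mean in the cortex was 22.9 in Shank2-HT and 47.9 in Shank2-HM mice, against 0.83 in WT mice (adjusted p-values 0.00101 and 1.25e-05, limma). In the hippocampus it was 16.7 and 47.6 against 2.38 (adjusted p-values 0.478 and 0.000667), and in the striatum 11 and 21.4 against 0.449 (adjusted p-values 0.00782 and 0.000293). All 5 mutant mice were above all 5 WT mice in each of these comparisons, which an exact permutation test gives with p = 0.00794, the smallest value it can give. Over the alternatives, the log2 fold change in the Shank2-HM cortex ranged from 2.4 to 7.77, since the WT values were near 0. A single WT mouse lay far from the others in the cortex, where replicate 5 had 4.1 and the others 0, and in the striatum, where replicate 3 had 2.2 and the others 0.

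A candidate explanation for Gm26793 is DNA of the 129S4 strain flanking the targeted allele, which would change genes near Shank2 in every region. Within 5 Mb of Shank2, 3.06% of 98 genes were DEGs in the Shank2-HM cortex against 0.02% of the other genes (Fisher's exact test, p = 6.71e-06). In the hippocampus 3.88% of 103 were DEGs against 0.76% (Fisher's exact test, p = 0.00853), and in the striatum 2.08% of 96 against 0.01% (Fisher's exact test, p = 0.000192). Gm26793 is itself one of these DEGs. Without it, 2 of 97 genes near Shank2 were DEGs in the cortex (Fisher's exact test, p = 0.000492), 3 of 102 in the hippocampus (p = 0.0444, and 0.0645 with a window of 10 Mb) and 1 of 95 in the striatum (p = 0.0169), so that the shares rest on few genes. An effect of the deletion on its neighbours is inherited together with this DNA, so that a biological explanation cannot be told apart from 129S4-derived DNA flanking the targeted allele. Reads shared with other copies of these genes were not tested.

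The effect of the homozygous deletion differed between the hippocampus and the striatum for 193 genes, by an interaction term of a fit over all regions (90 with a higher and 103 with a lower log2 fold change in the hippocampus, and 2308 at an unadjusted p-value under 0.05). Of 100 splits of the mice, drawn among those that part every same-numbered pair in both regions as the real one does, 2 gave as many genes, the real split included, and the largest count of another split was 1121. For the hippocampus against the cortex and the striatum against the cortex there were 0 such genes (1672 and 2024 at an unadjusted p-value under 0.05), a count that 100 of 100 splits reach by definition. With the replicate numbers as a block, the hippocampus and striatum differed for 316 genes, over the alternatives to the fit for 34 to 383, and with each mouse left out in turn for 27 to 545.

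Cortical tissue in the striatal dissection may contribute to this difference. The 261 genes that were at least 4-fold higher in the Shank2-HT cortex than in the Shank2-HT striatum were raised in the Shank2-HM striatum by a mean log2 fold change of 0.92, with 96.9% of them upregulated (exact permutation test, p = 0.0159). Fitting the score of cortical projection neuron markers lowered the number of genes at an unadjusted p-value under 0.05 in the Shank2-HM striatum from 2793 to 1247. The score itself takes part of any genotype effect, so this fit cannot separate the explanations. In the hippocampus, fitting the score of meningeal fibroblast markers gave 1640 such genes, against 2932 without it. The interaction was not refitted with these scores, and a biological difference between the regions cannot be told apart from a difference between the dissections.

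In 18 of 222 groups of 5 mice, a single mouse lay so far from the others that its gap to the nearest was above 0.71 of the whole range, where chance gives about 11. In the cortex of Shank2-HM mice, replicate 1 had a respiratory chain score of -0.72 (others 0.27 to 0.55) and a choroid plexus score of 2.03 (others -0.19 to 0.42). In the hippocampus of Shank2-HT mice, replicate 2 had a respiratory chain score of -1.21 (others -0.12 to 0.28), a choroid plexus score of -1.17 (others 0.58 to 0.99) and a cortical projection neuron score of 1.13 (others -0.61 to -0.2). The thalamic score was 1.16 in replicate 1 of this group (others -0.38 to -0.15), and the blood cell score was 1.86 in replicate 3 (others -0.83 to -0.1). Among Shank2-HM hippocampi, replicate 1 had a dentate gyrus score of -1.53 (others 0.85 to 1.41) and replicate 3 a thalamic score of 1.57 (others -0.73 to -0.07). Among WT hippocampi, replicate 3 had a mitochondrial ribosomal score of 1.55 (others -0.66 to -0.19) and replicate 2 a presynaptic release score of 0.61 (others -0.32 to -0.1). In the striatum of Shank2-HT mice, replicate 5 had a matrix score of -0.49 (others -0.01 to 0.02) and replicate 3 a blood cell score of 2.22 (others -1.01 to -0.55).

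Most of these scores are of markers of tissue next to the dissected region, of choroid plexus or of blood, and unequal dissection or perfusion may explain them. Between the genotypes, markers of neighbouring regions did not differ past the threshold in either hippocampal comparison (lowest adjusted exact p-values 0.952 in Shank2-HT and 0.452 in Shank2-HM mice), and fitting the choroid plexus score gave 2862 genes at an unadjusted p-value under 0.05 in the Shank2-HM hippocampus, against 2932 without it. These tests are of groups and leave single mice open. The number of DEGs in the Shank2-HM hippocampus was 679 without Shank2-HM replicate 1, 10 without Shank2-HM replicate 3 and 430 without WT replicate 3. The design gives no condition that separates the mice of a group, and no biological explanation was tested.

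Gdf1 had a mouse far from the others in each genotype of the hippocampus. Its value was 348.2 in WT replicate 3 (others 127.8 to 177.9), 192.4 in Shank2-HT replicate 4 (others 58.9 to 95.9) and 68.4 in Shank2-HM replicate 4, where the other mice are listed at 0. The log2 fold change in Shank2-HM mice was -6.22 (adjusted p = 0.00494, lower in 5 of 5 mice than in any WT mouse) and ranged from -7.45 to -5.92 when each mouse was left out and from -8.88 to -3.61 over the processing alternatives. Gdf1 (chromosome 8, 70329817 to 70331587) lies within Cers1 (70315775 to 70331592) on the same strand. Whether reads were divided differently between the overlapping genes was not tested, nor was a biological explanation.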

How the results depend on the processing

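The settings that were chosen after seeing the data are the correction for GC content and gene length, marker scores as covariates, the mice as a block across regions, same-numbered libraries kept together for the score interactions, the DEGs near Shank2 without Gm26793, and, for the overlaps and correlations between regions, limma without the trend, array weights, only the compared genotypes, the replicate block and leaving out mice. Leaving out mice for the interactions and for Shank2-HT against Shank2-HM mice was also chosen then, as were those test settings for the latter. All other alternatives were chosen before the data were examined. For each result below that changed, the cause was not tested. The depth of the libraries is unknown, so that no limit that it sets on a result is given.

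Results without a change under the alternatives tried were the separation of the regions (2 of 2 alternatives) and the DEGs near Shank2 (9 of 9, all with Gm26793 counted). The correlations of fold changes between regions stayed within their jackknife standard errors in 60 of 60, but these were wide (0.071 to 0.108). The correlation of the hippocampus and striatum ranged from 0.158 to 0.274 for Shank2-HM and from 0.04 to 0.11 for Shank2-HT mice, and for Shank2-HT mice that of the cortex with the hippocampus from 0.046 to 0.119 and with the striatum from 0.031 to 0.087. The comparison of Shank2-HT with Shank2-HM mice in the SFARI and FMRP sets stayed within its jackknife standard errors in 40 of 40, but these were wide (0.332 and 0.172 for r squared). Without a filter, r for the SFARI genes changed sign from 0.379 to -0.197, with an r squared of 0.039 against 0.0401 for the FMRP targets. For Shank2 itself, 67 of 70 kept their direction and side of the threshold. In the Shank2-HT cortex it passed with the replicate numbers as a block (log2 fold change -0.55, adjusted p = 0.0327, over a range of 0.0327 to 1), and in the Shank2-HT hippocampus with array weights (-0.56, adjusted p = 0.0227, over a range of 0.0227 to 1). The third change was a weaker result, for Shank2-HM against Shank2-HT hippocampi without the trend (adjusted p-values from 6.52e-05 to 0.0645). Of 1072 alternatives for 108 named genes, 931 kept direction and side, 46 were weaker and 95 stronger, of which 65 were with array weights, and a filter on a mean value of at least 50 left 100 of the 108 with a value. Of 410 alternatives for 41 single gene sets, 320 kept both, 89 were weaker, 41 of these with camera and an estimated correlation, and 1 was reversed: the NES of presynaptic release genes in the Shank2-HM hippocampus, -1.57 with quantile normalization (adjusted p = 0.0582) and 2.05 without.

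The number of DEGs was within 1.5 times the reported one in 62 of 99 alternatives and moved in 37. No filter and a pseudocount of 0.1 moved none. Array weights moved it to 105 in the Shank2-HM cortex, 2 in the Shank2-HT hippocampus, 1432 in the Shank2-HM hippocampus and 200 in the Shank2-HM striatum, the furthest values there, and for Shank2-HM against Shank2-HT mice to 3 in the cortex, 1307 in the hippocampus and 141 in the striatum. With the replicate numbers as a block, it was 2 in the Shank2-HT and 31 in the Shank2-HM cortex, 0 in the Shank2-HT striatum (494 genes at an unadjusted p-value under 0.05) and 41 in the Shank2-HM striatum, and 6, 6 and 4 for Shank2-HM against Shank2-HT cortices, hippocampi and striata. Without the trend, it was 4 in the Shank2-HM cortex and 24 in the Shank2-HM hippocampus, and 0 (2503 genes at an unadjusted p-value under 0.05) and 3 for Shank2-HM against Shank2-HT hippocampi and striata. With only the compared genotypes in the fit, 0 were left in the Shank2-HT cortex and striatum (535 and 492 at an unadjusted p-value under 0.05), 12 in the Shank2-HM hippocampus, and 51 for Shank2-HM against Shank2-HT hippocampi. A filter on a mean value of at least 50 gave 0 in the Shank2-HT cortex and striatum (453 and 304 at an unadjusted p-value under 0.05) and 5 in the Shank2-HM cortex. Quantile normalization gave 48 in the Shank2-HM hippocampus. A pseudocount of 10 gave 0 in the Shank2-HT striatum (425 at an unadjusted p-value under 0.05) and 2 for Shank2-HM against Shank2-HT cortices. After the correction for GC content and gene length, there were 14 in the Shank2-HM cortex and 421 in the Shank2-HM hippocampus, and 3, 191 and 5 for Shank2-HM against Shank2-HT cortices, hippocampi and striata. As covariates, meningeal fibroblast markers left 5 in the Shank2-HM hippocampus and 0 for Shank2-HM against Shank2-HT hippocampi (1063 at an unadjusted p-value under 0.05), choroid plexus markers 4 in the latter, and cortical projection neuron markers 2 for Shank2-HM against Shank2-HT striata.

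Of 21 alternatives for the interactions, 14 were the same and 7 moved. For the striatum against the cortex, 2 genes passed with a pseudocount of 10, 1 with quantile normalization and 11 with the replicate numbers as a block. The hippocampus and striatum differed for 316 with this block, 383 with the mice as a block and 34 with only the compared regions in the fit, and the hippocampus and cortex for 8 with the mice as a block. Of 60 alternatives for the overlaps, 45 were the same and 15 moved. The gene shared by the Shank2-HT cortex and striatum was lost (0 shared) with a mean value of at least 50, a pseudocount of 10, only the compared genotypes or the replicate block. The Shank2-HM cortex and hippocampus shared 3 with quantile normalization, a mean value of at least 50 or only the compared genotypes, 2 without the trend and 27 with array weights. The Shank2-HM cortex and striatum shared 1 with a mean value of at least 50 and 7 with array weights, and the hippocampus and striatum 46 with array weights and 5 with the replicate block. With array weights, the Shank2-HT hippocampus shared 1 with each of the other regions.

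Of 288 alternatives for counts of gene sets past the threshold, 246 were the same and 42 moved. Camera with an estimated correlation gave 0 of 8 families in all 6 comparisons, against 3 to 7 by preranked enrichment, with 1 at an unadjusted p-value under 0.05 in the Shank2-HT cortex, Shank2-HM cortex and Shank2-HM hippocampus and 0 elsewhere. It gave 0 ASD sets in the Shank2-HT cortex, Shank2-HM cortex and Shank2-HT striatum (0, 0 and 1 at an unadjusted p-value under 0.05), 1 cell-type set in the Shank2-HM cortex and 0 in the other 5 comparisons (0 to 5 at an unadjusted p-value under 0.05). With a preset correlation, camera gave 2, 1 and 3 families in the Shank2-HT hippocampus, Shank2-HT striatum and Shank2-HM striatum, and 15 and 19 cell-type sets in the Shank2-HM hippocampus and striatum. Weighted scoring on the moderated t gave 1 family in the Shank2-HT and 3 in the Shank2-HM striatum, and 1 ASD set each in the Shank2-HM hippocampus and striatum.

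After the correction for GC content and gene length, 7 families passed in the Shank2-HM cortex, 1 ASD set in the Shank2-HT cortex, 0 in the Shank2-HM cortex (4 at an unadjusted p-value under 0.05) and 1 in the Shank2-HM striatum, and 16 cell-type sets in the Shank2-HM hippocampus. Quantile normalization gave 0 ASD sets in the Shank2-HM cortex (3 at an unadjusted p-value under 0.05) and 15 cell-type sets in the Shank2-HM hippocampus. No filter gave 2, 2 and 1 ASD sets in the Shank2-HM hippocampus, Shank2-HT striatum and Shank2-HM striatum, and 20 cell-type sets in the Shank2-HT striatum. A mean value of at least 50 gave 1 ASD set in the Shank2-HM striatum, as did the replicate block. For the scores per mouse, the correction for GC content and gene length gave 1 cell-type set in the Shank2-HM hippocampus and 0 in the Shank2-HT striatum (2 at an unadjusted p-value under 0.05), an unstandardized mean gave 13 in the Shank2-HM striatum, and the replicate block gave 0 in the striatum of either genotype, since 5 pairs allow no p-value below 0.0625.

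When each mouse of a comparison was left out in turn, the number of DEGs ranged from 1 to 2 in the Shank2-HT and from 5 to 16 in the Shank2-HM cortex, from 10 to 679 in the Shank2-HM hippocampus, from 0 to 2 in the Shank2-HT and from 4 to 75 in the Shank2-HM striatum, and for Shank2-HM against Shank2-HT mice from 0 to 2 in the cortex, 1 to 472 in the hippocampus and 1 to 9 in the striatum (10 fits each). The Shank2-HT hippocampus had 0 in each of its 10 fits (326 to 691 genes at an unadjusted p-value under 0.05). Interactions ranged from 0 to 75 genes for the hippocampus against the cortex, 0 to 237 for the striatum against the cortex and 27 to 545 for the hippocampus against the striatum (20 fits each). The DEGs shared by the Shank2-HM hippocampus and striatum ranged from 3 to 5, and by the Shank2-HT cortex and striatum from 0 to 1.

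Families past the enrichment threshold ranged from 4 to 7 in the Shank2-HM cortex and striatum and from 0 to 4 in the Shank2-HT striatum. ASD sets ranged from 0 to 5 in the Shank2-HT and 0 to 8 in the Shank2-HM cortex, 0 to 3 and 0 to 6 in the hippocampus, and 0 to 2 and 0 to 3 in the striatum. Cell-type sets ranged from 8 to 29 and 11 to 30 in the cortex and from 1 to 13 and 16 to 24 in the hippocampus of Shank2-HT and Shank2-HM mice. By the scores per mouse, cell-type sets ranged from 0 to 7 in the Shank2-HM hippocampus, 0 to 2 in the Shank2-HT and 0 to 9 in the Shank2-HM striatum, and families from 0 to 4 in the Shank2-HM hippocampus. A single mouse changed the sign of the NES of cytosolic ribosomal genes in the Shank2-HT striatum (-3.93 to 2.29), of mitochondrial ribosomal genes (-3.28 to 2.68) and respiratory chain genes (-5.37 to 1.34) in the Shank2-HT hippocampus and of the same families in the Shank2-HM hippocampus (-1.88 to 3.06 and -3.33 to 1.66), of potassium channel genes in the Shank2-HM striatum (-1.12 to 2.22) and of DEG Up Voineagu in the Shank2-HT cortex (-3.19 to 0.79).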

Differences from the paper's values

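With limma on the normalized counts, fewer DEGs passed the threshold than the paper lists. There was 1 in the Shank2-HT cortex against the paper's 6, 8 in the Shank2-HM cortex against the paper's 108, 0 in the Shank2-HT hippocampus (370 genes at an unadjusted p-value under 0.05) against the paper's 14, 132 in the Shank2-HM hippocampus against the paper's 756, 1 in the Shank2-HT striatum against the paper's 15, and 5 in the Shank2-HM striatum against the paper's 460. Of the alternatives set before the data were examined, array weights closed the gap for the Shank2-HM cortex (105 DEGs, including 71 of the 107 genes of the paper's list that were tested). The other alternatives set before the data were examined did not close it there, and none did for the other 5 comparisons. The replicate numbers as a block called 1 of the 6 genes of the paper's list in the Shank2-HT cortex and 27 of 107 in the Shank2-HM cortex. Array weights called 1 of 14 in the Shank2-HT hippocampus and 703 of the 748 readable genes in the Shank2-HM hippocampus, where 120 were called without them. The correction for GC content and gene length, chosen after seeing the values, called 12 of 107 in the Shank2-HM cortex and 339 of 748 in the Shank2-HM hippocampus.

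For Shank2 in the Shank2-HT striatum, the adjusted p-value was 1 against the paper's 0.2850, and the unadjusted p-value from limma was 0.00616 against the paper's 0.0019. With only the compared genotypes in the fit, the adjusted p-value of 0.322 came within the paper's, over a range of 0.322 to 1, and the other alternatives set before the data were examined left the gap open. For the unadjusted p-value, none of them came within 1.5 times the paper's. It was smaller than the paper's with array weights (0.000488), the replicate numbers as a block (0.000629) and only the compared genotypes (3.83e-05), all from limma. With the others it was larger. The negative log10 of the adjusted p-value of Shank2 was 4.9 in the Shank2-HM cortex against the paper's 26, and 4.93 in the Shank2-HM hippocampus against the paper's 28. No alternative set before the data were examined closed either gap. The paper calls both of its values adjusted, but its 26 matches the unadjusted p-value of Shank2 in its Supplementary Table 1. The cortical gap may therefore not compare like values. The unadjusted p-value in the Shank2-HM cortex was 9.22e-10 here (limma).

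The Shank2-HM cortex and hippocampus shared 5 DEGs against the paper's about 16 in Figure 1B, read by eye. The cortex and striatum shared 3 against the paper's about 5 in Figure 1B, read by eye, and the hippocampus and striatum 3 against the paper's about 65 in Figure 1B, read by eye. No alternative set before the data were examined for the overlaps closed these gaps. Array weights, chosen for the overlaps after seeing the values, gave 27, 7 and 46, of which the counts of 7 and 46 came within 1.5 times the paper's.

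The paper names Shank2 as the only DEG common to the Shank2-HM transcripts of all regions, whereas Bc1 and Gm26793 were also DEGs in the cortex (adjusted p-values 0.0402 and 1.25e-05), the hippocampus (0.00494 and 0.000667) and the striatum (0.00191 and 0.000293). With a filter on a mean value of at least 50, which leaves Gm26793 untested, Shank2 was the only DEG common to all regions, and the adjusted p-value of Bc1 in the cortex ranged up to 0.119 over the alternatives. In the paper, the hippocampus and striatum have more DEGs in common than either has with the cortex, whereas here the cortex and hippocampus shared 5 and the hippocampus and striatum 3. The striatum had only 5 DEGs here and the cortex 8, against the paper's 460 and 108. Lists this short bound the overlaps, so the counts cannot decide which regions are more alike. Array weights (46 against 27) and limma without the trend (3 against 2), both chosen for the overlaps after seeing the values, gave the paper's order for these regions. Of the genes that the paper names in its protein interaction clusters as DEGs, the hippocampal gene Abi1 passed the threshold, whereas Camk2a, Camk2b, Dlg3, Dlgap1, Gria1, Shisa6, Fyn, Ppp2ca, Src, Actr2, Arpc2 and Cyfip2 did not in the hippocampus (adjusted p-values from 0.0557 to 0.12; all of these except Src passed with array weights), nor did 5 of 5 striatal genes, all 5 of which had an unadjusted p-value under 0.05 (Nrxn3 and Grm5 passed with array weights). Genes for ribosomal proteins are among the hippocampal DEGs that the paper describes, whereas 0 of 81 passed here.

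Among the families of genes, the paper reports no positive enrichment for the Shank2-HT hippocampus, where matrix genes had an NES of 2.74. It reports positive ribosomal and mitochondrial enrichment for the Shank2-HM cortex, where cytosolic ribosomal genes had an NES of -1.6 and respiratory chain genes of -1.34, with 2.74 for mitochondrial ribosomal genes. Synaptic genes are described as negatively enriched there. Presynaptic release genes (NES -2.41, adjusted p = 0.00552) and receptor genes (NES -2.07, adjusted p = 0.0166) agreed, whereas postsynaptic genes had an NES of 1.46 (adjusted p = 0.105). Mitochondrial genes are described as negatively enriched in the Shank2-HM hippocampus. Respiratory chain genes agreed (NES -2.45, adjusted p = 0.00604), whereas mitochondrial ribosomal genes had an NES of 1.96, a direction that ranged from -1.88 to 3.06 when each mouse was left out.

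The ASD and cell-type sets held only the genes that could be read, at most 49 per set. The differences below are therefore between partial sets and the paper's sets, and cannot decide whether the paper's full sets would differ. For the ASD sets, the paper describes a pattern in the Shank2-HM striatum opposite to that of ASD, whereas 4 of 10 sets were positive and 6 negative, with 0 past the threshold (1 at an unadjusted p-value under 0.05). Microglial genes are described as negatively enriched in the Shank2-HM striatum and astrocyte genes in the Shank2-HM hippocampus, whereas the pooled sets had an NES of 0.78 and 0.8. Quantile normalization gave -2.15 for the astrocyte genes. In the Shank2-HT striatum, neuron genes are described as largely positive, without naming inhibitory neurons. The pooled excitatory set had an NES of 2.92, whereas the pooled inhibitory set had one of -1.59, and 0.98 after the GC content and length correction, chosen after seeing the values. In the Shank2-HT hippocampus, neuron genes are described as largely negative. The pooled excitatory and inhibitory sets agreed (NES -1.04 and -1.48), as did 9 of 15 inhibitory sets, whereas 9 of 15 excitatory sets were positive.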

Other observations

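The counts of splits for the gene families, the level of cortex-enriched genes in the other regions, the fits with marker scores as covariates, the correction for GC content and gene length, the alikeness of same-numbered libraries across regions, and the comparison with the values of Supplementary Table 1 were tests chosen only after the results were seen.

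Each number of DEGs was compared with the counts from the 16 splits of the 10 mice that part every same-numbered pair, as the real split does. As many DEGs were given by 1 split (the real one) for the Shank2-HT cortex, the Shank2-HM cortex, the Shank2-HM hippocampus and the Shank2-HM striatum, and for the Shank2-HM against the Shank2-HT hippocampus and striatum. In the Shank2-HT striatum, 2 of the 16 splits did. For the Shank2-HT hippocampus, and for the Shank2-HM against the Shank2-HT cortex, with 0 DEGs each (370 and 2100 genes at an unadjusted p-value under 0.05), 16 of 16 did so by definition. The largest count of another of these splits was 2 for the Shank2-HM hippocampus, 1 for the Shank2-HM cortex and 0 for the Shank2-HM striatum. The smallest share that 16 splits can give is 0.0625, so these splits cannot pass a threshold of 0.05 whatever the counts. The remaining 84 splits of a comparison keep same-numbered mice together in part. Among them, as many DEGs were given by 8 splits for the Shank2-HT cortex (largest count 483), 2 for the Shank2-HM cortex (29), 2 for the Shank2-HM hippocampus (368), 3 for the Shank2-HT striatum (1) and 0 for the Shank2-HM striatum (1), and for Shank2-HM against Shank2-HT mice by 2 in the hippocampus (455) and 4 in the striatum (1506). With the replicate numbers as a block, the Shank2-HM hippocampus had 145 DEGs, the Shank2-HM cortex 31 and the Shank2-HM striatum 41.

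The number of gene families past the enrichment threshold was reached by many of the same 16 splits: by 4 in the Shank2-HT cortex (6 families), 12 in the Shank2-HM cortex (4), 11 in the Shank2-HT hippocampus (4), 5 in the Shank2-HM hippocampus (7), 15 in the Shank2-HT striatum (3) and 1 in the Shank2-HM striatum (7). Splits of the mice that mix genotypes thus also gave enrichments past the threshold, with medians of 3 to 6 families. Gene permutation takes no account of correlation between genes of a family, which may explain this, and camera with an estimated correlation gave 0 families past the threshold in all 6 comparisons, with at most 1 at an unadjusted p-value under 0.05.

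Gene length was tested as an explanation of the shift of cytosolic ribosomal protein genes against 10000 sets matched for length and mean expression. In Shank2-HT mice, the median log2 fold change was -0.115 in the cortex (central 95% of matched sets -0.05 to -0.018), -0.069 in the hippocampus (-0.038 to -0.01) and -0.007 in the striatum (-0.009 to 0.019), the last inside the range of the matched sets. In Shank2-HM mice it was -0.003 in the cortex (0.001 to 0.044), -0.157 in the hippocampus (0 to 0.053) and -0.186 in the striatum (-0.027 to 0.044). Gene length may thus account for the value of the Shank2-HT striatum, and the other medians lay below those of genes of like length. RNA quality was not tested, and the shift in these comparisons was also not past the threshold on the scores per mouse.

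A lower level of matrix genes may reflect less meningeal or choroid plexus tissue in the dissection. After fitting the scores of both kinds of markers, the matrix score differed with exact permutation p-values of 0.246 and 0.0317 in the Shank2-HT and Shank2-HM cortex, 0.516 and 0.0317 in the hippocampus, and 0.214 and 0.198 in the striatum. The difference in the Shank2-HM hippocampus shrank from -0.85 to -0.3 and still had a p-value under 0.05, so that these markers did not explain it in full. Meningeal markers that are not matrix genes differed in the same direction there, by -1.17 (exact permutation test, p = 0.0317), and correlated with the matrix score within groups (r = 0.88). The difference of -0.36 in the Shank2-HM cortex appeared only with the marker scores in the fit, from -0.05 without them. These p-values are not adjusted over the 6 comparisons. In none of these comparisons can a biological change of matrix genes be told apart from the tissue that was dissected. In the Shank2-HM hippocampus, a difference left after fitting marker scores does not exclude such tissue, since the scores may measure it only in part. Tissue that these markers do not measure was not tested.

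For the synaptic genes, the tested explanation was tissue from a neighbouring region. This test leaves out unequal shares of the fields within the hippocampus. In Shank2-HM hippocampi, markers of the CA fields had a higher score than in WT, by 0.69 (exact permutation test, p = 0.00794, adjusted p = 0.0714 over all marker sets). The dentate gyrus score differed by 0.86 (exact permutation test, p = 0.19). A rise of synaptic genes there cannot be told apart from such unequal shares. The lowest adjusted exact p-value among the scores of neighbouring-region markers was 0.302 in the Shank2-HT cortex, 0.254 in the Shank2-HM cortex, 0.952 in the Shank2-HT hippocampus, 0.452 in the Shank2-HM hippocampus and 0.706 in the Shank2-HT striatum. In the Shank2-HM striatum it was 0.0159, for cortical projection neuron markers, with a score higher by 1.03 and all 5 Shank2-HM above all 5 WT mice.

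Cortical tissue in the striatal dissection may therefore have raised neuronal genes of the Shank2-HM striatum. The genes at least 4-fold higher in the Shank2-HT cortex than in the Shank2-HT striatum were raised there (exact permutation test, p = 0.0159, 261 genes). The 705 genes that were lower in the cortex fell by 0.21 on average, with 84.8% of them downregulated (exact permutation test, p = 0.0714). In the Shank2-HM hippocampus, the 61 genes higher in the cortex had a mean log2 fold change of -0.34 (exact permutation test, p = 0.111), and in the Shank2-HM cortex the 203 genes higher in the striatum one of 0.06 (exact permutation test, p = 0.389). With the marker score as covariate, 1247 genes had an unadjusted p-value under 0.05 in the Shank2-HM striatum, where 840 are expected by chance, and 4 of the 5 DEGs remained. A biological rise of excitatory neuron genes in the Shank2-HM striatum cannot be told apart from cortical tissue.

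Among Shank2-HM hippocampal transcripts, 2862 genes had an unadjusted p-value under 0.05 with the choroid plexus score as covariate and 1640 with the meningeal fibroblast score, against 2932 without and 842 expected by chance. Of the 132 DEGs, 104 were among the 151 with the choroid plexus score, and 5 were all that remained with the meningeal score. Neither score accounted for all of the changes in this comparison. The full meningeal score was itself lower in Shank2-HM mice by a difference of -1.06 (exact permutation test, p = 0.0873), so that the fit with it also takes up part of a genotype effect.

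Fold changes were related to GC content and gene length, with rank correlations of -0.179 and 0.179 in the Shank2-HT cortex, 0.091 and -0.129 in the Shank2-HM cortex, and -0.154 and 0.073 in the Shank2-HM hippocampus. If this bias made the DEGs, fewer would be left without it. After each library's trend with both was removed, there were 421 DEGs in the Shank2-HM hippocampus, from 132, and 14 in the Shank2-HM cortex, from 8.

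The labels do not say whether libraries with the same replicate number of a genotype come from the same mouse. The paper's Supplementary Table 1 numbers the cortical animals differently in each genotype, and the animal numbers of the other regions cannot be read in it. The deviations of same-numbered libraries from the group means were alike in 7 of 9 comparisons of regions (adjusted exact one-sided p-values under 0.05, mean correlations from 0.082 to 0.19). A candidate explanation is that the same mouse gave all 3 regions, and a shared day of dissection or library preparation would give the same result, so these cannot be told apart. With genotype and replicate number as one mouse in a block, 383 genes differed in the effect of the homozygous deletion between the hippocampus and striatum, and 316 with the replicate numbers as a block.

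Other expression values than those of the paper may lie behind the smaller number of DEGs in the Shank2-HM cortex, but the log2 fold changes correlated with those of the paper's Supplementary Table 1 with r = 0.993 across 541 genes, all with the same sign. Expression values were thus not the difference for these genes. The unadjusted p-value was larger here than in the paper's table for 98.7% of them, by a median ratio of 2.5. For the Shank2-HT cortex, the correlation was 0.988 across 1939 genes, with a larger p-value for 98.1% of them and a median ratio of 1.68. The genes that can be read in the table are those with the lowest p-values in the paper, a choice that raises this ratio. No biological explanation was tested.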
